# Cellular mechanotransduction of human osteoblasts in microgravity

**DOI:** 10.1038/s41526-024-00386-4

**Published:** 2024-03-21

**Authors:** Nadab H. Wubshet, Grace Cai, Samuel J. Chen, Molly Sullivan, Mark Reeves, David Mays, Morgan Harrison, Paul Varnado, Benjamin Yang, Esmeralda Arreguin-Martinez, Yunjia Qu, Shan-Shan Lin, Pamela Duran, Carlos Aguilar, Shelby Giza, Twyman Clements, Allen P. Liu

**Keywords:** Cell biology, Biophysics

## Abstract

Astronauts experience significant and rapid bone loss as a result of an extended stay in space, making the International Space Station (ISS) the perfect laboratory for studying osteoporosis due to the accelerated nature of bone loss on the ISS. This prompts the question, how does the lack of load due to zero-gravity propagate to bone-forming cells, human fetal osteoblasts (hFOBs), altering their maturation to mineralization? Here, we aim to study the mechanotransduction mechanisms by which bone loss occurs in microgravity. Two automated experiments, microfluidic chips capable of measuring single-cell mechanics via aspiration and cell spheroids incubated in pressure-controlled chambers, were each integrated into a CubeLab deployed to the ISS National Laboratory. For the first experiment, we report protrusion measurements of aspirated cells after exposure to microgravity at the ISS and compare these results to ground control conducted inside the CubeLab. We found slightly elongated protrusions for space samples compared to ground samples indicating softening of hFOB cells in microgravity. In the second experiment, we encapsulated osteoblast spheroids in collagen gel and incubated the samples in pressure-controlled chambers. We found that microgravity significantly reduced filamentous actin levels in the hFOB spheroids. When subjected to pressure, the spheroids exhibited increased pSMAD1/5/9 expression, regardless of the microgravity condition. Moreover, microgravity reduced YAP expression, while pressure increased YAP levels, thus restoring YAP expression for spheroids in microgravity. Our study provides insights into the influence of microgravity on the mechanical properties of bone cells and the impact of compressive pressure on cell signaling in space.

## Introduction

Osteoporosis causes bones to become weak and brittle as individuals age and commonly leads to fractures with mild stresses or a fall. While dietary habits, hormone levels, and certain medical conditions are contributing factors in osteoporosis, it is also well appreciated that weight-bearing exercises are beneficial to the bones and lower the risk of osteoporosis. Physiological measurements during space flight have informed us that microgravity causes bone demineralization, skeletal muscle atrophy, vestibular problems, and reductions in plasma volume and red cell mass^1^. Many of these physiological changes also mirror changes in different pathophysiological conditions and diseases in humans on Earth. For instance, bone mineralization is seen during prolonged bed rest, although not to the same extent as in microgravity^1^. The well-known NASA twin astronaut study on the International Space Station (ISS) documenting various physiological and systems-level data over 25 months reveals bone breakdown and formation markers change over the duration of space flight^2^. The complex patterns are difficult to explain, and the cellular regulation of bone formation and breakdown in microgravity is even more enigmatic.

Osteoblasts are mature bone-forming cells and represent a specific stage in bone development. Within this population, a subset of osteoblasts undergoes further differentiation to become osteocytes. The role of osteoblasts is to deposit minerals and proteins to form the extracellular network when and where bone is most needed. This complex and dynamic process is tightly regulated by the opposing action of the osteoclasts (which resorb bone), the secretion of growth factors, and physical activity^3,4^. Changes in the balance between bone deterioration and formation by osteoclasts and osteoblasts, respectively, can cause either an increase in overall bone density or more commonly bone loss. The growth factors bone morphogenetic proteins (BMPs), which belong to the large transforming growth factor-β (TGF-β) family, are key regulators in bone formation. Genes activated by BMP via SMAD signaling pathways, such as RUNX2, osteocalcin, and alkaline phosphatase, are involved in the differentiation of mesenchymal stem cells to mature osteocytes^5,6^. With the emergent field of mechanobiology^7^, there is growing interest in understanding how physical forces affect bone development at the cellular level^4,8^.

Several studies have identified YAP/TAZ transcription factors as regulators of mechanosensitive cellular behaviors^9,10^, where high cell tension is associated with increased YAP nuclear translocation and transcriptional activity. Intriguingly, crosstalk exists between BMP signaling and YAP/TAZ nucleocytoplasmic shuttling, suggesting a convergence of mechanical and biochemical cues that may directly regulate osteoblast functions. YAP/TAZ has been shown to bind to pSMAD2/3 activated by TGF-β in human embryonic stem cells to regulate stem-cell self-renewal^11^, but the cytoplasmic function of YAP/TAZ on SMAD is controversial and may be cell type dependent^12,13^. YAP phosphorylation at S127 promotes the retention of YAP in the cytosol^14^, and thus it is plausible that cells under low tension may not respond to BMP due to the sequestration of SMAD1/5/9 by phosphorylated YAP. Our overall hypothesis is that reduced cell tension, due to the known disruption of the actin cytoskeleton in microgravity conditions, would lead to YAP cytosolic retention and attenuate BMP signaling in osteoblasts (Fig. 1). Furthermore, we postulate that application of external stress to increase osteoblast cell tension would rescue their BMP signaling in microgravity.

**Fig. 1:**
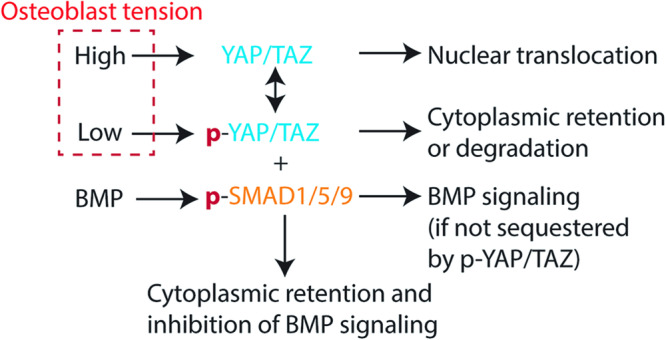
Hypothesis being examined in this study. High cell tension leads to YAP nuclear translocation whereas low cell tension leads to cytosolic YAP that sequesters phospho-SMAD proteins.

Herein, we describe the development of flight-ready hardware for two independent ISS experiments:(1) microfluidic pipette aspiration for quantifying human osteoblast stiffness in microgravity and (2) stimulation of human osteoblast spheroids with and without applied pressure. The hardware was developed by Space Tango over multiple iterations of prototyping concepts with the key constraints of 12.30″ by 8.15″ by 4.26″ for the CubeLab. The ISS experiments were flown on NG-18 on November 7, 2022, and on SpX-27 on March 14, 2023.

## Results

### Hardware design for automated microfluidic pipette aspiration for the ISS

To characterize the mechanical properties of single cells, our lab has developed a polydimethylsiloxane (PDMS)-based microfluidics device that autonomously traps single cells and exerts known amounts of pressure based on varying fluid flow rates^15,16^. The working principle is based on micropipette aspiration, a well-established tool for single-cell mechanics research^17,18^. However, in conventional micropipette aspiration, a bulky setup with micromanipulation of a pulled glass micropipette is required. We have dramatically simplified the experimental setup to effectively a syringe pump to drive fluid flow through the PDMS device, thus enabling parallel measurements of multiple cells in a single chip. Cells are trapped in a series of trapping cups based on a hydrodynamic trapping scheme^16^. Instead of applying a negative pressure by moving a water reservoir in conventional micropipette aspiration, the microfluidic device aspirates on a trapped cell based on the pressure difference due to the pressure loss between the trapping cup and the end of the small channel that functions as a micropipette. The deformation of trapped cells as a function of increasing applied pressure via increasing flow rates can be used to determine their stiffness^16^. Per the requirements of the CubeLab, the PDMS chip was fabricated with constraints of a maximum of 8 mm chip height with the focus plane, which is the plane of the flow channel, not exceeding 4 mm height.

While the microfluidic device is relatively easy to operate on Earth, it still requires manual steps and the use of an epifluorescence microscope. For the experiment to be conducted on the ISS free of astronaut time (other than installing the CubeLab on the ISS), all the steps need to be automated and fit into the CubeLab. The required key capabilities are (1) automating cell lifting and resuspension, (2) keeping cells at 34 °C and other solutions in cold, (3) the ability to conduct experiments over multiple chips, and (4) brightfield and fluorescence imaging of cells in trapping cup structures.

Figure 2a illustrates the fluidic diagram. There are four cell culture bags maintained at 34 °C and cell lifting of each bag can be independently controlled. The setup also accommodates four PDMS chips, each paired with a cell culture bag. Cell culture media and phosphate buffer saline (PBS) are kept in the cold flask. A vibrating disc motor is attached to each of the four culture bags to create the agitation necessary to resuspend cells treated with TrypLE. To prevent bubbles from flowing in the PDMS chip, we employed a bubble trap. The fluidic manifold underneath the PDMS chips was machined to have inlet and outlet posts that match the inlets and outlets of the device. The PDMS chips were held in place by a compression plate with cutouts for the chips for brightfield and fluorescence imaging from the top (Supplementary Fig. 1). The PDMS chips are to remain stationary while the 20x objective, illumination source, optics, and imaging sensors move in the *x* and *y* directions. The layout of the various components is shown in Fig. 2b. The fully assembled hardware is shown in Fig. 2c.

**Fig. 2:**
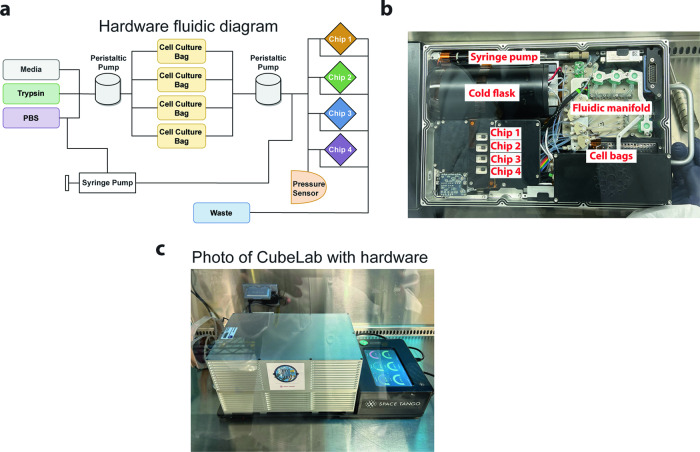
CubeLab for microfluidic pipette aspiration chip. **a** Schematic of Space Tango’s hardware fluidic diagram illustrates the fluidic routes and components of the integrated CubeLab. Pumps, valves, chips, and bag containers of cells, media, and waste are represented. **b** Inside of the CubeLab with major parts labeled. **c** Space Tango’s assembled CubeLab powered by an external source.

### Ground experiment using the microfluidics-integrated hardware

In our previous study, we have shown that the stiffness of human osteoblasts hFOBs is reduced when subjected to 6 h of simulated microgravity using a random positioning machine^19^. This is consistent with the observed reduction in filamentous actin (F-actin) following simulated microgravity. Given cell tension is directly related to the density of cortical actin networks^20^, and that there is a positive relationship between cell stiffness and the amount of actin stress fibers^21^, we assert that cell stiffness directly relates to cell tension, and thus the relative cell tension can be inferred from our cell stiffness measurement.

We carried out a ground experiment using the CubeLab hardware that integrated the microfluidic chips with automated cell culture, cell lifting, and fluidic handling. Cells were labeled with Vybrant DiO in Kiyatec bags and allowed to grow for 2 days to simulate the duration of launch and ascent to the ISS. Media was then removed, and TrypLE was added to dissociate the cells. Agitation helped break up cell clumps into single-cell suspension and cells were loaded into the microfluidic chip at 0.2 psi. This is the pressure that allows fluid flow through our microfluidic chip and cells to be captured in the trapping cups. Increasing the flow rate by increasing the pressure of the syringe pump would increase the pressure exerted on the cell, as in micropipette aspiration (Fig. 3a). Brightfield and fluorescence images were captured at each pressure increment of 0.1 psi from 0.2 to 2.0 psi (Fig. 3b). We did not observe increased deformation with increasing pressure (Fig. 3c), as we observed previously when using this microfluidic device^16,19^. Instead, the protrusion length into the microfluidic pipette channel remained constant throughout the experiment. It was not clear why the microfluidic device did not function as expected in the flight hardware.

**Fig. 3:**
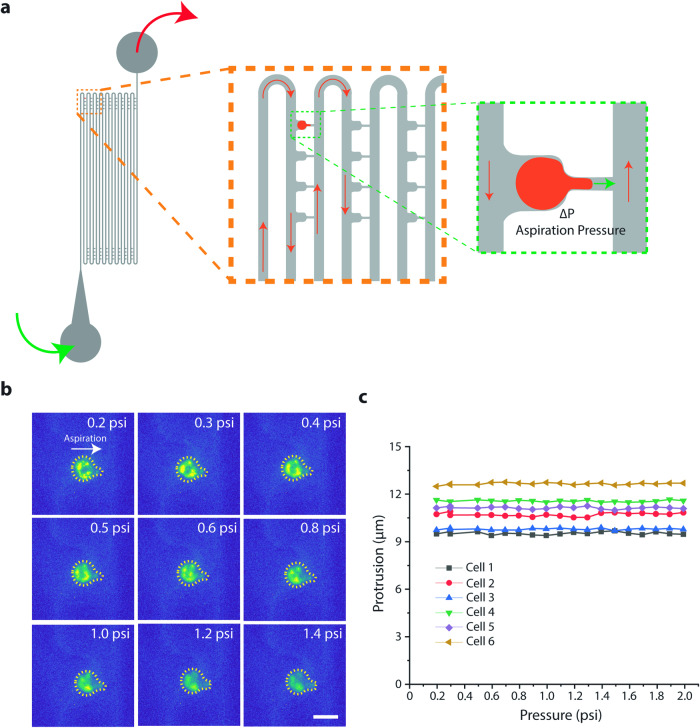
Ground control experiment of microfluidic micropipette aspiration of hFOB cells labeled with Vybrant DiO in the CubeLab. **a** Schematic of microfluidic pipette aspiration device indicated direction of fluid flow and direction of aspiration. **b** Fluorescent representative images of aspirated hFOB cells. Images show cell protrusion at increasing applied pressure. Scale bar is 20 µm. **c** Protrusion profile of 6 cells as a function of applied pressure.

### ISS experiment investigating human osteoblast stiffness under microgravity

We launched the ISS experiment to measure osteoblast stiffness on NG-18, but the experiment did not yield any results due to issues related to cell capture in our microfluidic chip. The reason for this was an issue with the Northrop Grumman Cygnus vehicle which only deployed one of its two solar arrays after separation from the Antares launch vehicle. This resulted in the payload needing to be shut off en route to the ISS. This power-off resulted in the incubator holding the cells cooling to ~25 °C for the 28 h that it was powered off. We suspect this resulted in poor cell viability. We re-launched the experiment on SpX-27 and executed the experiments following the timeline in Supplementary Table 1. Prior to the launch, one chip-manifold interface did not fully seal and caused fluid to leak out from the chip. The remaining three chips were successfully loaded without issue. Therefore, on-orbit data was collected from three microfluidic chips. hFOB-seeded culture bags were loaded into the CubeLab approximately 56 h prior to launch. The Cargo Dragon capsule launched on March 15, 2023 and docked with ISS 11 h after launch. Approximately 35 h after launch, the CubeLab was installed on the ISS. Cell lifting and resuspension of hFOB cultures began shortly after installation. Seeding of the first PDMS chip was initiated 40 h after launch, followed by initiation of the concurrent pressurization and imaging protocols. Several brightfield (2–5 per chip) and fluorescence (2–5 per chip) images were acquired from each chip, capturing all trapped cells at each incremental pressure from 0.2 to 2.0 psi, with 2 min at each pressure increment. Cell seeding, pressurization, and imaging of each chip occurred after the previous chip was completed. Imaging data was the primary endpoint for this experiment. Therefore, when the experimental protocol was complete, the payload was powered off and stored on the ISS until return to Earth.

For the ISS experiment, some fluorescence images had background noise which may be attributable to autofluorescence from the PEEK (polyetheretherketone) manifold on which the chips were mounted (Fig. 4a). Similar to the ground experiment, we found that the protrusion length into the microfluidic pipette did not change with increasing pressure (Fig. 4b). Since we did not see changes to deformation with increasing pressures, we could not determine cell stiffness from these measurements. However, since both experiments had cells subjected to 0.2 psi as the initial pressure, we compared the initial protrusion lengths between ground and ISS samples. The cells on the ISS had a larger protrusion length in the microfluidic pipette channel (Fig. 4c), indicating they could be softer. However, we were not able to deduce more from this data alone.

**Fig. 4:**
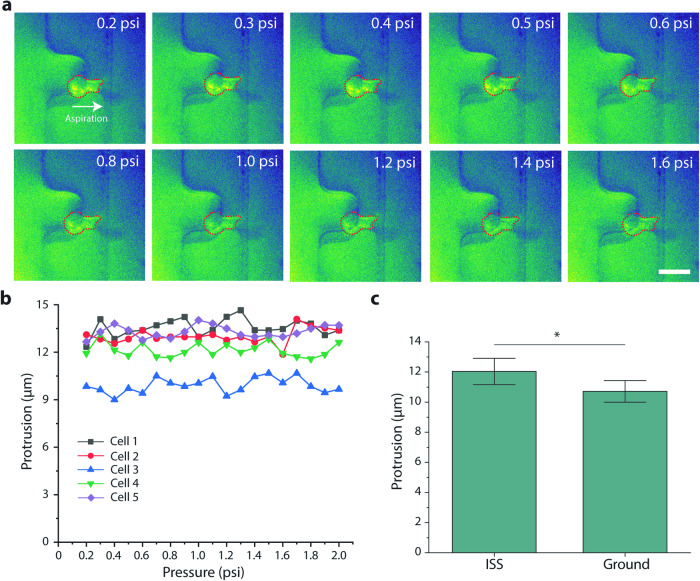
Microfluidic micropipette aspiration of hFOB cells labeled with BioTracker 490 on the ISS. **a** Representative images of aspirated fluorescent hFOB cells. Images show cell protrusion at increasing pressure. Scale bar is 20 µm. **b** Protrusion profile of 5 cells as a function of pressure. **c** Bar graphs comparing protrusion of ISS and control (ground) samples at 0.2 psi. *N*_ISS_ = 6, *N*_Ground_ = 5. Error bars indicate S.E.M.

### Hardware design for automated pressure application to hydrogel-embedded 3D spheroids for the ISS

Our second ISS experiment is aimed at exerting pressure on osteoblast spheroids and testing if such mechanical loading would reverse the effect of microgravity on BMP signaling. Our lab has shown that normal compressive stress on 2D cell monolayer promotes actin network assembly and invasive phenotype of breast cancer cells^22^. Furthermore, we found that compressive stress could accelerate wound closure of breast cancer cells in 2D^23^. These prior studies support the idea that cells regulate cytoskeleton dynamics in response to compressive stress, thereby regulating YAP nuclear translocation. On 2D substrates, It is known that cell spreading correlates with cell tension^24,25^. Using microcontact printed substrates with different cell spreading areas, we found that hFBOs exhibited cell tension-dependent YAP nuclear localization in 2D (Supplementary Fig. 2).

The microgravity environment is known to Induce 3D spheroid formation, and multicellular spheroids embedded in hydrogels have become increasingly popular as these in vitro 3D culture models have more physiological relevance compared to traditional 2D cell culture^26,27^. Thus, for this experiment, we tested the effect of compressive stress on BMP signaling using human osteoblast spheroids.

With the same aforementioned space constraint of the CubeLab and the need to have different sample conditions, we opted for a well-plate design format to accommodate 12 inserts with two collagen gels per insert. Figure 5a shows the well-plate layout and the fluidic diagram that allows independent control of fluid handling and pressurization. Figure 5b shows the manufactured well-plate interfaced with the circuit board, and Fig. 5c shows the fully assembled CubeLab. Pressurization is applied using a pumping feedback system allowing for compression of fluid to specific pressure setpoints in a closed system. Although it is possible to apply more than 15 psi of pressure without leakage, we found that pressure in excess of 5 psi would damage the collagen hydrogel, potentially damaging the embedded cells. Thus, we decided to use 0 (as control), and nominally 2 and 4 psi for our experiment. Please note this pressure is different from the first experiment as the pressure serves different purposes. The fluidic route is designed such that an adjacent pair of wells would be subjected to the same pressure (i.e., 1 and 2, 3 and 4, 5 and 6 have the same pressure). The hardware can hold pressure well over time (Fig. 5d). Since we target a final pressure of 2 and 4 psi, the initial pressure is higher. Nevertheless, the changing pressure is not a major issue for our experiments. Since we are limited by the number of spheroids we can generate from a practical standpoint, another design feature is a custom PDMS insert that constrains the volume of collagen gel to 120 µL. In addition, the insert accommodates two gels per well so that we could have a technical replicate built into the experiment. Finally, the independent valve control allows the perfusion of different solutions. At the end of the experiment, half of the samples were fixed with paraformaldehyde (PFA) for immunofluorescence analysis and half were treated with RNAlater for RNA-Seq analysis.

**Fig. 5:**
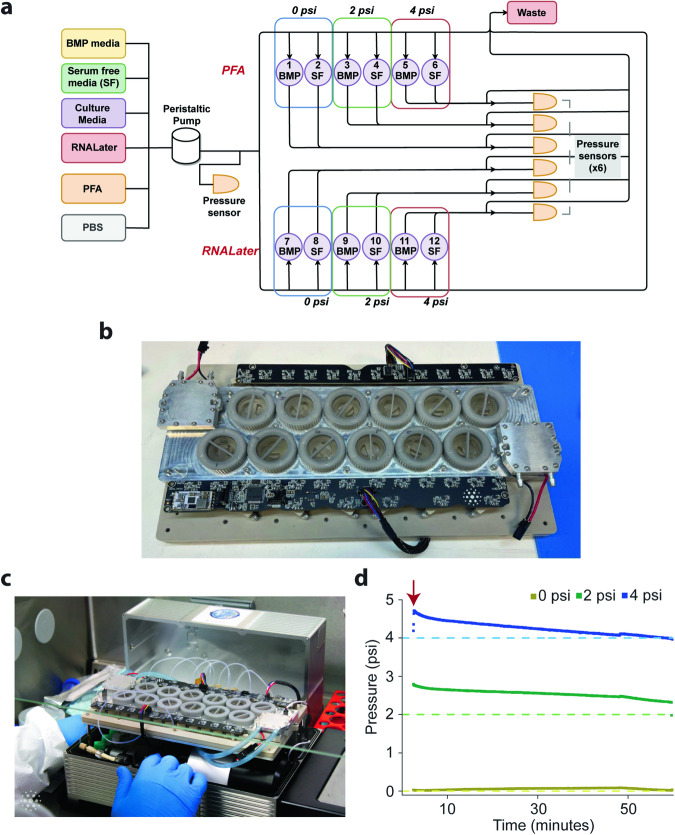
CubeLab for spheroid pressurization experiment. **a** Space Tango’s hardware fluidic diagram illustrates the fluidic routes and components of the integrated CubeLab. **b** Photo of Space Tango’s 12-well-plate interfaced with the circuit board. **c** Photo of the fully assembled CubeLab in a biological safety cabinet. **d** Plot of the average of two pressure traces for the 0, 2, and 4 psi wells over the duration of the experiment. Dashed lines show the target pressure level; solid lines show pressure measurements. The red arrow denotes the onset of pressure application.

### Ground testing and experiment of spheroid pressurization with and without BMP2 stimulation

We embedded ~1000 hFOB spheroids in 3 ml of 3 mg ml^−^^1^ of collagen gel in 12 custom PDMS inserts. Each insert has 2 wells as replicates with each well holding 120 µl of spheroid solution. The spheroids were subjected to 0, 2, and 4 psi for 1 h with and without 3 h of pre-treatment of 100 ng ml^−^^1^ of BMP2 stimulation. Half of the samples were washed with PBS followed by PFA fixation for immunofluorescence. The other half of the samples were placed in RNAlater and frozen for RNA extraction and RNA-Seq analysis. The experimental conditions for the different wells are detailed in Supplementary Table 2.

The ground experiment using flight hardware followed a timeline that matched the flight schedule where we maintained incubation and monitored data over the first 5–6 days to simulate the launch, ascent to the ISS, and on the ISS. The experiment commenced on day 6 with 12 h of serum starvation prior to BMP2 stimulation and the pressurization protocol. At the end of the ground experiments, the samples were fixed and moved to cold storage.

The hFOB spheroids were stained for pSMAD1/5/9, YAP, F-actin, and nuclei and imaged by spinning disk fluorescence confocal microscopy (Fig. 6a). Actin networks depolymerized in spheroids in conditions with applied pressure, with or without BMP2 treatment. Notably, BMP2 treatment reduced F-actin in ambient conditions as well. The addition of BMP2 increased pSMAD1/5/9 at 2 psi but did not increase pSMAD1/5/9 under ambient and 4 psi conditions (Fig. 6b). Since cells are densely packed in a spheroid and F-actin staining is significantly lower in the pressure conditions, discerning nuclear vs. cytoplasmic YAP from our images was not possible. However, it was very apparent that YAP expression was markedly higher with compressive pressure and with the addition of BMP2, suggesting that the increase in YAP in these conditions also corresponds to an increased amount of both nuclear and cytosolic YAP.

**Fig. 6:**
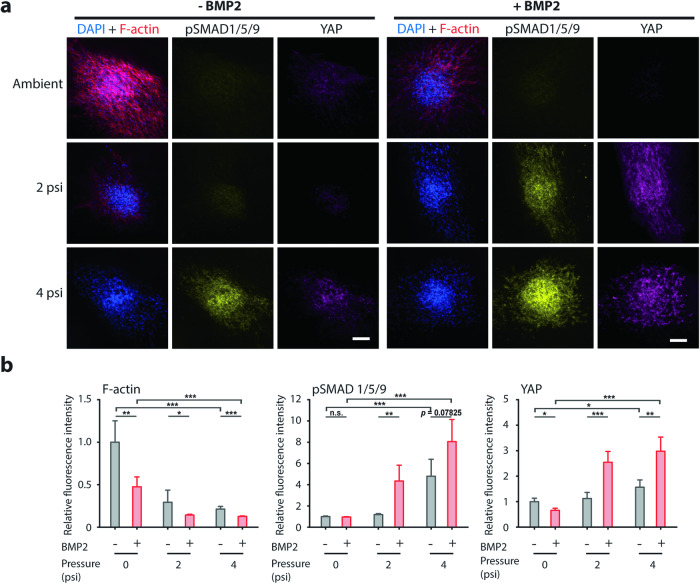
Analysis of hFOB spheroid pressurization experiment on the ground. **a** Representative fluorescence images of hFOB spheroids encapsulated in collagen gels. On the ground, the spheroids were pre-treated with 100 ng ml^−^^1^ of BMP2 stimulation for 3 h (right) and subjected to 1 h of 0, 2, and 4 psi. Following BMP2 stimulation and application of compressive stress, the samples were frozen and subsequently fixed and immunostained for DAPI, F-actin, pSMAD1/5/9 and YAP. Scale bar is 100 µm. **b** Plots of relative fluorescence intensity of F-actin (left), pSMAD1/5/9 (middle), and YAP (right) for hFOB spheroids subjected to different levels of compressive stress and with (red) or without (gray) BMP2 stimulation. *n* = 9–18 spheroids per condition. *p < 0.05, **p < 0.01, ***p < 0.001.

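hFOB is an established line of human fetal osteoblasts. For the ground experiment, RNA was sequenced from hFOB spheroids in collagen gel that were held for 1 h at 0, 2 or 4 psi, with or without 3 h of pre-treatment with 100 ng/ml BMP2. Each of the 6 conditions was represented by 1 library, so there was no biological replicate of any condition, and a difference between 2 libraries has no replicate check. Libraries were made with a SMART-seq mRNA kit, in which cDNA is amplified before sequencing. The authors trimmed the reads, mapped them to GRCh38 with STAR and assigned them to genes with RSEM, which divides reads that fit several genes among those genes. The deposited values are RSEM's expected counts per gene, as whole numbers and without normalization. The expected counts summed to 14655130 at 0 psi without BMP2 and 18732038 with BMP2, to 16523549 and 18622949 at 2 psi, and to 16622219 and 21473035 at 4 psi. Their mean was 17771487, and the paper reports an average of 18095188 uniquely mapped reads. From these counts, 16819 genes with at least 10 counts in at least 1 library were kept, as in the paper's filter. Counts were scaled with edgeR's TMM factors and given as CPM (counts scaled to a common library size), and ratios were taken between log2 CPM with a prior count of 2. A count of 3 corresponded to 0.142 to 0.204 CPM. Intervals given with single genes are 95% intervals from counting error alone, and do not cover variation between cultures. Gene lists were described by their median log2 ratio and by the percentile of that median among 10000 random lists of the same size matched on mean expression. A list was taken to stand apart when it lay outside the middle 95% of the random lists. The BMP2 labels were checked on 11 BMP target genes. Their median log2 ratio, with BMP2 over without, was 0.38 at 0 psi, 0.79 at 2 psi and 0.38 at 4 psi, at percentiles 99.8, 100 and 99.7. One of them, ID1, rose from 4.21 to 9.83 CPM at 0 psi and from 2.64 to 14.9 at 2 psi. At 4 psi its level of 3.58 without BMP2 and 4.56 with BMP2 gave a log2 ratio of 0.34 (95% counting interval -0.12 to 0.80), so that no change in ID1 was detectable there at this depth. By the ranking statistic that the paper used for enrichment, the list at 4 psi lay at percentile 97.2, inside the random lists.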

To further explore how hFOB spheroids react to differences in pressure with BMP2 treatment, gene expression profiles from RNA-sequencing were compared using principal component analysis (PCA)^28^. Spheroids in the 0 and 4 psi conditions were separated along the first principal component regardless of BMP2 treatment while the spheroids subjected to 2 psi were more similar to the 0 psi samples when treated with BMP2 and more similar to the 4 psi samples without BMP2 treatment (Fig. 7a). Similarly, gene expression in the Hippo signaling pathway was consistent between BMP2 treatments within the 0 and 4 psi conditions compared to the 2 psi spheroids, which showed changes in expression and downregulation of YAP1 with BMP2 treatment (Fig. 7b). 

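Over the 500 most variable genes, the first principal component held 33.1% of the variance and the second 19.2%. The PC1 scores of the 0 psi libraries were -16.3 without BMP2 and -16.4 with BMP2. The 4 psi libraries scored 22.6 and 8.55, both above the 0 psi libraries. The 2 psi library without BMP2 scored 19.2 and the 2 psi library with BMP2 scored -17.6. Over the same genes, the mean Euclidean distance of the 2 psi library with BMP2 was 42.4 from the 0 psi libraries and 48.5 from the 4 psi libraries. For the 2 psi library without BMP2 these distances were 49.6 and 43.3. In 100 redraws of the counts with Poisson error, the distance to 4 psi minus that to 0 psi had a 95% range of 5.24 to 7.25 with BMP2 and of -7.82 to -5.50 without. The 4 psi library with BMP2 was nearest to the 2 psi library without BMP2, at 42.3, against 43.3 from the other 4 psi library. Over all tested genes it was nearest to the 0 psi library without BMP2, at 74.9, against 78.9 from the other 4 psi library. The median of the 500 genes' mean levels was 0.468 CPM, and 371 of them had no count in at least 1 library. With only genes that had at least 10 counts in every library, PC1 held 65.8% of the variance.

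**Figure D1:**
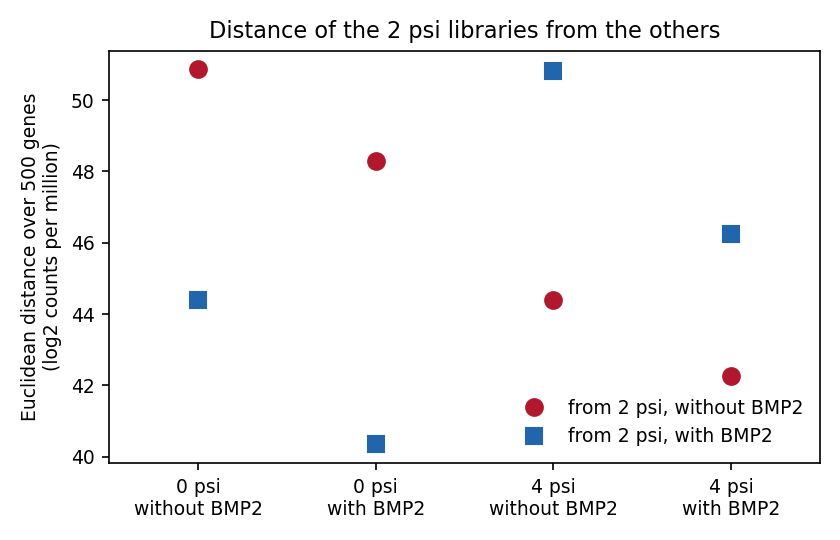
Euclidean distance of each 2 psi library from the 4 libraries at 0 and 4 psi, over the 500 most variable genes in log2 CPM. The circles for the library without BMP2 lie lower at 4 psi than at 0 psi, and the squares for the library with BMP2 lie lower at 0 psi.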

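All 47 genes named in Fig. 7b were among the tested genes, with the label SOZ11 read as SOX11 and the repeated label WWC3 counted once. Their median absolute log2 ratio, with BMP2 over without, was 0.10 at 0 psi, 0.25 at 2 psi and 0.17 at 4 psi. The median over all tested genes followed the same order, with 0.17, 0.35 and 0.23, and the Hippo genes lay at percentiles 23.2, 19.9 and 53.2 of random lists for the size of their changes. Of the 47 genes, 32 had their highest or lowest level of the 6 libraries at 2 psi without BMP2, 20 of them their highest. Their signed median was -0.024, -0.056 and 0.10 at 0, 2 and 4 psi, inside the range of random lists at each pressure, but it was 0.000958 at 0 psi with library totals in place of TMM factors, which raise the ratios of all genes there by a like amount, and 0.043 at 2 psi after a correction for GC content and transcript length that was chosen after seeing the data. YAP1 (ENSG00000137693) lies on chromosome 11 from 102110447 to 102233424 of GRCh38. Its log2 ratio was -0.27 (95% counting interval -0.35 to -0.18) at 2 psi, -0.040 (95% counting interval -0.14 to 0.058) at 0 psi and 0.10 (95% counting interval 0.014 to 0.19) at 4 psi. After the same correction for GC content and length, the ratio was -0.18 at 2 psi, -0.030 at 0 psi and 0.018 at 4 psi. The kinase gene LATS1 fell by 0.49 at 2 psi on the log2 scale, and WWTR1, which encodes TAZ, changed by 0.059. At 0 and 4 psi WWTR1 rose by 0.28 and 0.43, more than at 2 psi.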

To identify changes in transcriptional pathways within each pressure condition as a result of BMP2 treatment, we ranked genes by the probability that they were differentially expressed (Supplementary Fig. 3) and performed pathway annotation using gene set enrichment analysis^29^. 

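The NOISeq procedure for data without replicates was repeated from the paper's description, with 5 simulated replicates of each library that each held 20% of its counts, a variability of 0.02 and a probability over 0.9. The probability compares 2 libraries, not 2 conditions. Of 16819 genes, 10 were called between the libraries with and without BMP2 at 0 psi, 153 at 2 psi and 31 at 4 psi. At 0 psi 2 were higher and 8 lower with BMP2, at 2 psi 15 and 138, and at 4 psi 15 and 16. The 0 and 2 psi calls shared 7 genes, all changed in the same direction. The 0 and 4 psi calls shared 3 genes, of which 0 changed in the same direction. The 2 and 4 psi calls shared 16 genes, of which 8 changed in the same direction. Among called genes with a mean over 10 CPM, the largest decreases with a known symbol at 0 psi were in CA9 (log2 ratio -3.17), DEPP1 (-2.55) and NDRG1 (-1.85). At 2 psi they were in DEPP1 (-6.03), HILPDA (-4.74), EGR1 (-3.91) and DDIT4 (-3.86), and ID3 had the largest increase (2.00). At 4 psi the immediate early genes FOSB (2.60) and FOS (1.93) rose, and the long noncoding RNA NEAT1 fell (-2.20). The number of calls depended on the settings. Restricting the test to genes with at least 10 counts in every library gave 34, 668 and 144 calls, and leaving the simulated replicates at their own depth, a setting chosen after seeing the data, gave 84, 447 and 169. The paper went on from its ranking of all genes to gene set enrichment with Reactome pathways, whose gene sets were not used here. Pathways were described instead by gene lists written from general knowledge of them.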

We observed upregulation of pathways related to extracellular matrix organization in response to BMP2 treatment in both the 0 and 4 psi conditions and downregulation of cell-cell communication through gap junctions in 0 psi (Fig. 7c). 

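Of 36 genes for matrix-degrading enzymes and their inhibitors, 19 were higher and 17 lower with BMP2 at 0 psi, with a median log2 ratio of 0.036 (percentile 92.1 of random lists). MMP14 rose from 144 to 177 CPM and MMP2 from 281 to 336. The 21 collagen genes had a median of 0.045 at 0 psi (percentile 92.2) and -0.060 at 4 psi (percentile 0.840). COL1A1 rose by 0.23 at 0 psi and fell by 0.29 at 4 psi on the log2 scale. At 4 psi the median was 0.12 over 24 elastic fibre genes, of which 17 were higher with BMP2 (percentile 78.8). It was 0.14 over 40 TGF-beta receptor signalling genes, of which 27 were higher (percentile 89.3). The largest change among the elastic fibre genes was in LOX, which went from 380.2 to 728 CPM. LOX changed the other way at 0 psi, from 594 to 331. By the ranking statistic of the paper, the TGF-beta genes at 4 psi stood at percentile 99.2 and the collagens at 0 psi at 99.8. After the correction for GC content and length, the elastic fibre genes stood at percentile 98.1. For gap junctions at 0 psi, GJA1 (ENSG00000152661), the most abundant connexin gene, on chromosome 6 from 121435595 to 121449727 of GRCh38, fell from 121 to 93.2 CPM, a log2 ratio of -0.38 (95% counting interval -0.47 to -0.28). GJC1 had a log2 ratio of -0.014 (95% counting interval -0.15 to 0.13). The highest level of the other 3 connexin genes with enough counts was 5.44, of GJD3 at 0 psi with BMP2. All 3 were higher with BMP2 at 0 psi. The median of the 5 connexins was 0.59 (percentile 99.2), but with genes of at least 10 counts in every library it was -0.00408. The 12 tubulin genes, which pathways of connexon transport include, had a median of -0.096 (percentile 10.1), with 10 of them lower with BMP2. By the ranking statistic they stood at percentile 0.130. The 26 cell-cell junction genes had a median of -0.098 at 0 psi (percentile 1.70) and -0.073 at 2 psi (percentile 14.8), or 0.039 at 2 psi after the correction for GC content and length. With both libraries thinned to the smallest total, they lay inside the random lists at 0 psi (percentile 5.21). By the ranking statistic they stood at percentile 16.8 at 0 psi and at 2 psi at percentile 1.13.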

BMP2 treatment activated the Wnt and Hedgehog signaling pathways at 2 psi in addition to nuclear signaling through Nuclear factor-like 2 (NRF2), encoded by the *NFE2L2* gene. Furthermore, glucose metabolism was differentially regulated across conditions, where both glycolysis and gluconeogenesis were upregulated and downregulated in response to BMP2 treatment at 4 psi and 0 psi, respectively. 

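Pathways named for non-canonical Wnt signaling, Hedgehog signaling and nuclear events of NFE2L2 share the subunits of the proteasome. All 31 proteasome subunit genes were higher with BMP2 at 2 psi, with a median log2 ratio of 0.48 (percentile 100 of random lists). The median was 0.048 at 0 psi (percentile 99.4) and -0.018 at 4 psi (percentile 0.055). After the correction for GC content and length it was 0.00909 at 4 psi. Without these subunits, the 47 Wnt genes had a median of 0.17 at 2 psi (percentile 94.4) and the 36 Hedgehog genes 0.020 (percentile 43.1), both inside the range of random lists, and with DESeq2's size factors the Hedgehog median was -0.00432 at percentile 42.9. Of 20 target genes of NFE2L2, 18 were higher with BMP2 at 2 psi, with a median of 0.55 (percentile 100). At 0 psi 18 were higher, with a median of 0.21 (percentile 100), and at 4 psi 11, with a median of 0.030 (percentile 19.0), which was -0.033 at the same percentile with library totals, which lower the ratios of all genes there. NQO1 rose from 159 to 357 CPM at 2 psi, and HMOX1 changed by -0.10 (95% counting interval -0.23 to 0.024). NFE2L2 itself (ENSG00000116044), on chromosome 2 from 177218667 to 177392756 of GRCh38, fell from 217 to 179 CPM at 2 psi, a log2 ratio of -0.28 (95% counting interval -0.35 to -0.21). Both lists were low in the 2 psi library without BMP2. Against 0 psi, the median of the proteasome subunits was -0.32 without BMP2 and 0.099 with BMP2, and that of the NFE2L2 targets -0.30 and 0.060. The 78 genes for cytosolic ribosomal proteins, which make up most of the translation elongation pathway of Fig. 7c, had a median of 0.34 at 2 psi, with all of them higher, and -0.14 at 4 psi, with 76 lower.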

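At 0 psi 18 of 19 glycolysis enzyme genes were lower with BMP2, with a median log2 ratio of -0.25 (percentile 0 of random lists). At 4 psi 17 were higher, with a median of 0.31 (percentile 99.99). At 2 psi 13 were lower, with a median of -0.13 (percentile 2.12), which lay inside the random lists after thinning (percentile 2.81). After the correction for GC content and length, chosen after seeing the data, the median at 2 psi was -0.28 (percentile 0). PGK1 (ENSG00000102144), on chromosome X from 77910739 to 78129295 of GRCh38, fell from 946 to 565 CPM at 0 psi and rose from 560.4 to 969 at 4 psi. ENO2 went from 201 to 111 at 0 psi and from 179 to 251 at 4 psi. GAPDH, the most abundant, had log2 ratios of -0.23 and 0.16, each beyond its counting error. Gluconeogenesis shares most of the enzymes between aldolase and enolase with glycolysis. The 13 gluconeogenesis genes that are not shared had a median of 0.053 at 0 psi (percentile 86.8) and 0.046 at 4 psi (percentile 44.0), and with library totals in place of TMM factors, which lower the ratios of all genes at 4 psi by a like amount, the median there was -0.017 at the same percentile. At 2 psi 13 of the 13 were higher, with a median of 0.34 (percentile 98.4), which lay inside the random lists by the ranking statistic (percentile 97.2) and after the correction for GC content and length (0.27, percentile 93.1). The glycolysis medians at 0 and 4 psi kept their direction and stood apart in all of the alternatives tried. From the opposite changes at 4 psi and 0 psi, the paper states that glucose metabolism was regulated differently across the pressures.

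**Figure D2:**
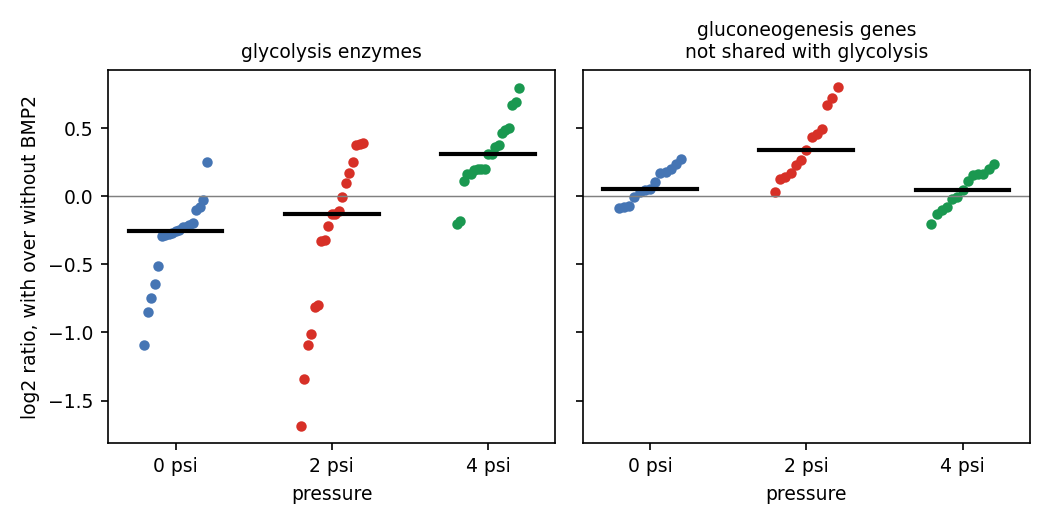
Log2 ratio of each gene, with BMP2 over without, at 0, 2 and 4 psi, for 19 glycolysis enzymes (left) and 13 gluconeogenesis genes not shared with glycolysis (right). Each point is a gene and each black line a median. The glycolysis medians are -0.25, -0.13 and 0.31 at 0, 2 and 4 psi, and those of the other genes are 0.053, 0.34 and 0.046, the last of these below 0 with library totals, which lower the ratios of all genes at 4 psi.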

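Pressures were also compared over all 6 libraries, with edgeR's quasi-likelihood test, pressure and BMP2 as terms and Benjamini-Hochberg adjustment. This fit treats the 2 libraries of a pressure as replicates that differ in BMP2, so that any effect of BMP2 that depends on pressure counts as error. The libraries of a pressure came from wells next to each other in a single run. The adjusted p therefore does not cover variation between separate applications of a pressure. At an adjusted p under 0.05, 29 genes differed between 4 and 0 psi, of which 24 were higher at 4 psi, and 5 between 2 and 0 psi, which were IL6, CXCL8, CXCL3, CSF2 and H2AC19. BMP2 across the 3 pressures gave 1 gene, H2AC19, whose reads are shared with a near-identical copy, with 1171 genes at an unadjusted p under 0.05. The 5 genes with the smallest adjusted p between 4 and 0 psi encode the cytokines CXCL3, IL6, CSF2, CXCL8 and CSF3. The log2 fold changes in this test were 2.64 (adjusted p = 0.00065) for CXCL3, 2.41 (adjusted p = 0.00065) for IL6, 3.36 (adjusted p = 0.00065) for CSF2 and 1.98 (adjusted p = 0.0013) for CSF3. IL6 (ENSG00000136244), on chromosome 7 from 22725884 to 22732002 of GRCh38, stood at 137 and 92.1 CPM at 0 psi without and with BMP2, at 497 and 220.0 at 2 psi, and at 742 and 481 at 4 psi. CXCL8 stood at 1723 and 1196, 7337 and 2842, and 8239 and 6011. In the 2 psi library with BMP2 both genes lay nearer to their 0 psi levels than in the 2 psi library without BMP2. Among the 5 genes lower at 4 psi, those with a symbol were PHLPP2 with -1.17 (adjusted p = 0.031) and RGL1 with -0.95 (adjusted p = 0.034). With DESeq2's Wald test 79 genes were higher and 80 lower at 4 psi. With edgeR's test without a filter on counts, 284 were higher and 184 lower. Without BMP2 as a term in the fit, 0 genes passed between 4 and 0 psi, with 1533 at an unadjusted p under 0.05. With DESeq2's size factors, 0 genes passed between 2 and 0 psi, with 1157 at an unadjusted p under 0.05. With 1 library left out at a time, BMP2 gave from 2 genes, without the 2 psi library with BMP2, to 257, without the 4 psi library without BMP2.

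**Figure D3:**
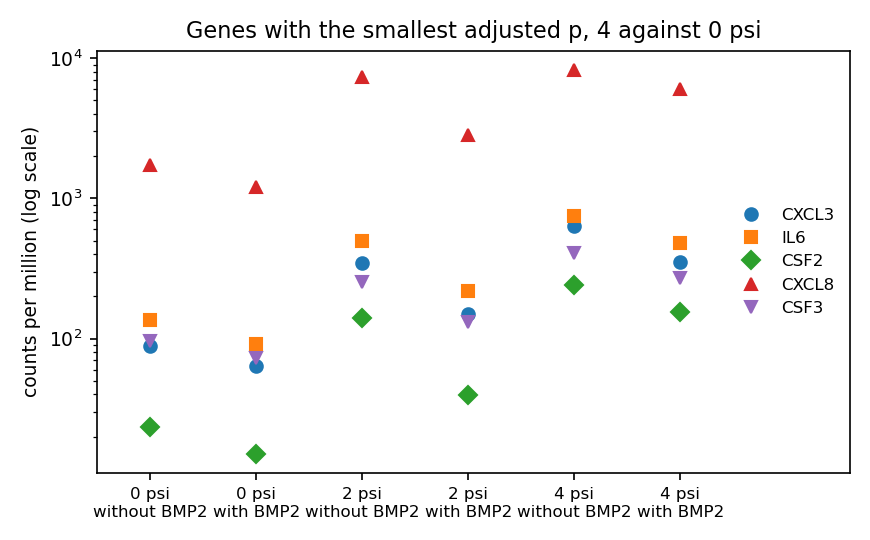
CPM, on a log scale, of the 5 genes with the smallest adjusted p between 4 and 0 psi in each of the 6 libraries. Each point is 1 library, and the genes were chosen by this comparison.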

Overall, these results indicate that BMP2 treatment at 2 psi in osteoblast spheroids induces a shift between the distinct transcriptional profiles at 0 and 4 psi, which are characterized by remodeling of the extracellular matrix and differences in glucose metabolism.

**Fig. 7:**
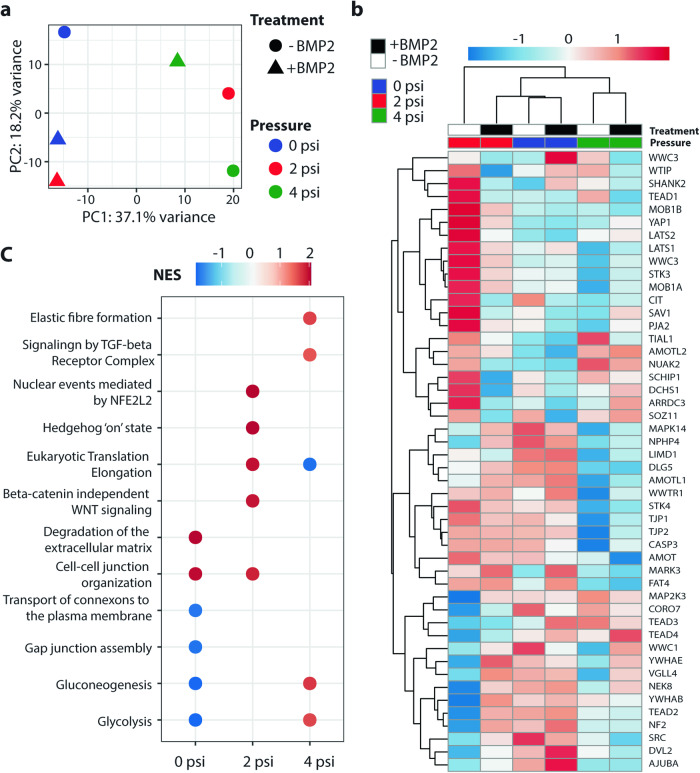
Transcriptomic analysis reveals fluctuations in YAP/TAZ signaling. **a** Principal component analysis (PCA) of ground control samples. **b** Row-scaled heatmap of gene expression in the Hippo signaling pathway (R-HSA-2028269 from the Reactome database and GO:0035329 from the GO database). **c** Significant Reactome terms (*p*_adj_ < 0.05) from gene set enrichment analysis (GSEA) of ranked differences in expression between BMP2-treated and untreated samples within each pressure group. Points are colored by normalized enrichment score (NES) with positive scores indicating upregulation in the BMP2-treated sample.

### ISS experiment investigating the effect of BMP stimulation on human osteoblast spheroids in microgravity

The ISS experiment was launched on NG-18 and the experiment ran smoothly once installed on the ISS (Supplementary Table 3). hFOB spheroids were loaded into the CubeLab approximately 66 h prior to launch. The Cygnus capsule launched on November 7, 2022 and docked with ISS 51 h later. Serum starvation of spheroid cultures began approximately 12 h after the CubeLab was installed on the ISS. Treatment with or without BMP was initiated after the 12-h serum starvation period was complete with the pressurization routine starting 2 h later. The pressurization protocol also operated without any issues, as supported by the pressure, temperature, and flow sensor readings throughout the experiment. The samples were fixed and subsequently frozen at the end of the experiment and returned to Earth with SpX-26 on January 11, 2023.

Although microgravity is known to disrupt the actin cytoskeleton, we found that the application of 2 and 4 psi on hFOB spheroids significantly reduced F-actin, similar to our ground experiment, irrespective of BMP2 simulation (Fig. 8a, b). BMP2 addition in the absence of applied pressure also significantly reduced F-actin. Interestingly, pSMAD1/5/9 was also elevated in pressurized samples. There was a slight increase in pSMAD1/5/9 when BMP2 was added to the samples pressurized by 4 psi. These results support the idea that the application of external pressure would promote BMP2-stimulated SMAD signaling. However, it is worth noting that SMAD1/5/9 was phosphorylated even in the absence of BMP2 simulation when pressure was applied. YAP expression was comparatively low in all the conditions except at 4 psi with BMP2 addition. The results from the ISS are in general agreement with the ground experiment. For all conditions, hFOB spheroids in microgravity exhibited significantly lower F-actin compared to the ground samples. Both YAP expression and BMP2-stimulated pSMAD signaling were promoted by the application of pressure. We found that microgravity led to greater actin disassembly and lowered YAP expression (Fig. 8c). Our result suggests that compression can indeed restore YAP activity in microgravity.

**Fig. 8:**
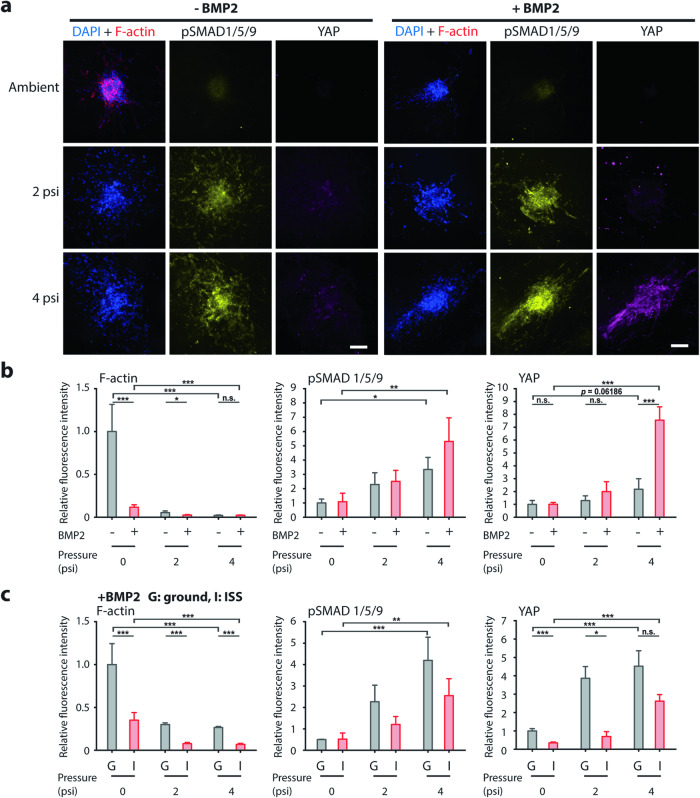
Analysis of hFOB spheroid pressurization experiment on the ISS. **a** Representative fluorescence images of hFOB spheroids encapsulated in collagen gels. On the ISS, the spheroids were pre-treated with 100 ng ml^−^^1^ of BMP2 stimulation for 3 h (right) and subjected to 1 h of 0, 2, and 4 psi. The samples were fixed and stored at -20 °C on the ISS and immunostained for DAPI, F-actin, pSMAD1/5/9, and YAP on the ground. Scale bar is 100 µm. **b** Plots of relative fluorescence intensity of F-actin (left), pSMAD1/5/9 (middle), and YAP (right) for hFOB spheroids subjected to different levels of compressive stress and with (red) or without (gray) BMP2 stimulation. **c** Plots of relative fluorescence intensity for BMP2-stimulated hFOB spheroids subjected to 1 h of 0, 2, and 4 psi on the ground (gray) and on the ISS (red). *n* = 6–16 spheroids per condition. *p < 0.05, **p < 0.01, ***p < 0.001.

Although we had successfully obtained RNA samples from our ground control experiment using flight hardware, unfortunately, we did not obtain RNA samples of sufficient quality with the flight samples (RNA integrity number of ~2.5 with 10 being the highest quality). The low-quality RNA prevented us from performing RNA-Seq or RT-PCR analysis. We suspect RNA degradation occurred as a result of multiple freeze-thaw cycles during the journey from the ISS to processing RNA samples in the lab. When processing the RNAlater samples with Trizol, we noticed that the gels were difficult to dissolve, and we were unable to recover a sufficient number of intact spheroids from the gels.

## Discussion

In this study, we aimed to explore the intersection of BMP/YAP signaling in human osteoblasts in the context of microgravity. Flight hardware was developed for two independent ISS experiments by Space Tango. Subsystems went through iterative designs and extensive ground testing. For human osteoblast stiffness measurement, we find that osteoblast deformation did not vary as a function of applied pressure on the ISS. This is unexpected and the exact reason for this behavior is unclear. Since actin is depolymerized in microgravity, it is possible that the bulky nucleus is stuck at the micropipette and the softer cytoplasm is fully aspirated at the lowest applied pressure. We previously found human osteoblasts exhibit a more disorganized actin cytoskeleton and lower stiffness in a simulated microgravity condition^19^. Thus, our ISS and ground experiments are consistent with our previous findings.

For the osteoblast spheroid pressurization experiments, our data indicated microgravity impacts F-actin networks but did not impact BMP2-stimulated pSMAD1/5/9. YAP expression in osteoblasts was negatively impacted by microgravity. Both pSMAD1/5/9 and YAP levels were significantly higher in the pressurized samples. At 2 and 4 psi, spheroids in microgravity exhibited lower YAP and pSMAD1/5/9 expression compared to spheroids in the ground experiment. Our RNA-Seq datasets further substantiated a decrease in YAP1 with BMP2 treatment at 2 psi and differences in extracellular matrix remodeling. 

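YAP1 stood at 138 (133 to 144) CPM at 2 psi without BMP2 and 115 (110.3 to 120.2) with BMP2, where the ranges are 95% Poisson intervals of the counts. The intervals do not overlap, so the 2 libraries differed by more than counting error. Of the 841 genes of like expression, 50.2% had an absolute log2 ratio at least as large between these 2 libraries. The level was 102 (97.3 to 108) at 0 psi without BMP2 and 99.6 (95.2 to 104) with BMP2, and 104 (99.1 to 109) and 112 (107 to 116) at 4 psi. The 2 psi library without BMP2 had relatively more counts of long transcripts, and after the correction for GC content and length, chosen after seeing the data, the log2 ratio of YAP1 at 2 psi was -0.18. Among matrix genes at 2 psi, the collagens had a median log2 ratio of -0.28, with 18 of them lower with BMP2 (percentile 0.180 of random lists). After the same correction their median was -0.15 (percentile 0.45). The most abundant collagens moved the other way, COL1A1 by 0.62 and COL1A2 by 0.75. The matrix-degrading enzymes at 2 psi lay inside the random lists before and after the correction. The elastic fibre genes lay inside before it and stood apart on the lower side after it.

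**Figure D4:**
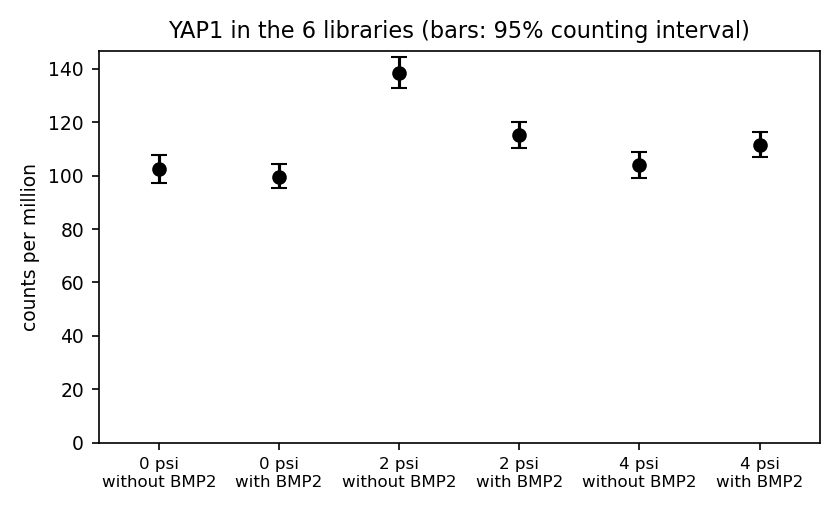
CPM of YAP1 in the 6 libraries. Each point is 1 library and the bars are 95% counting intervals. The 2 psi library without BMP2 is the highest, at 138.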

In a previous study, it was found that the YAP pathway is differentially expressed in blood cells during space flight^2^. It is possible that cell viability might have been influenced at 4 psi, accounting for the lack of increased pSMAD with BMP2 treatment.

Nabavi et al. discovered that when osteoblasts are subjected to 5 days of microgravity, their cytoskeleton becomes disrupted, leading to disassembled F-actin fibers and shorter, wavier microtubules^30^. Previous research has demonstrated that interfering with F-actin or inhibiting myosin contraction abrogates YAP/TAZ mechanotransduction^10^. These findings strongly indicate that when the integrity of the actin cytoskeleton is compromised, YAP/TAZ mechanotransduction is adversely impacted. Furthermore, YAP is a well-known key effector molecule for Hippo signaling that controls organ size by modulating cell proliferation and apoptosis. It is well established that the actin cytoskeleton regulates Hippo signaling^31,32^ and therefore YAP activity via kinases LATS1/2. An increase in F-actin led to YAP de-phosphorylation and nuclear localization in HeLa cells^32^. Our finding of reduced F-actin at 2 and 4 psi yet increased YAP expression appears to contradict this. How pressure regulates F-actin disassembly in our experiment is not immediately clear. However, it is also known that YAP can be activated in a Hippo-independent manner^33,34^. Interestingly, YAP nuclear translocation can be induced by the application of force, even when actin is depolymerized^35^. It is thought that force increases YAP nuclear import by reducing mechanical restriction in nuclear pores. The increased YAP intensity in the pressure conditions could be due to this YAP forced-entry mechanism, which correlates with the increase in glycolysis^36^ we observed in our RNA-Seq datasets. 

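Without BMP2, the glycolysis enzyme genes were not higher under pressure. Their median log2 ratio against 0 psi was -0.12 at 2 psi (percentile 30.7 of random lists) and -0.19 at 4 psi (percentile 16.5), where 16 of 19 were lower. With BMP2, the median was -0.00489 at 2 psi (percentile 8.79), or 0.042 after the correction for GC content and length, and 0.38 at 4 psi (percentile 100), where 15 were higher. PGK1 at 4 psi changed by -0.75 without BMP2 and 0.78 with BMP2 against 0 psi.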

Perhaps more interesting is the finding that pressure application led to transcriptional upregulation of YAP. 

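Against 0 psi without BMP2, the log2 ratio of YAP1 was 0.43 (95% counting interval 0.34 to 0.53) at 2 psi and 0.021 (95% counting interval -0.078 to 0.12) at 4 psi. With BMP2 in both libraries it was 0.21 (95% counting interval 0.12 to 0.30) at 2 psi and 0.16 (95% counting interval 0.076 to 0.25) at 4 psi. The 4 psi library without BMP2 was not distinguishable from its 0 psi counterpart at this depth, while after the correction for GC content and length the log2 ratios without BMP2 were 0.31 at 2 psi and 0.18 at 4 psi. Over all 6 libraries the log2 fold change was 0.33 for 2 against 0 psi (adjusted p = 0.695, edgeR's quasi-likelihood test) and 0.0948 for 4 against 0 psi (adjusted p = 0.876, same test). Of 20 YAP/TAZ target genes, 17 were higher at 2 psi than at 0 psi without BMP2, with a median log2 ratio of 0.38 (percentile 99.98 of random lists). At 4 psi without BMP2 the median was 0.14 (percentile 99.2), with 11 higher. With BMP2 it was 0.090 at 2 psi (percentile 85.1) and 0.17 at 4 psi (percentile 99.7). By the ranking statistic the targets lay at percentile 96.6 at 4 psi without BMP2, and after the correction at percentile 99.3 at 2 psi with BMP2.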

To our knowledge, this has not been observed previously and will require more studies.

It is important to note the limitations of our study. It is inherently difficult to carry out experiments on the ISS due to space constraints. Thus, the scope of our investigation is limited, and we were constrained by conducting each of the ISS experiments only once via one flight per experiment. Numerous factors were considered during experimental design to ensure that we had all the conditions covered and that we had sufficient samples to analyze. The space constraint and the automated imaging requirement limited the number of microfluidic chips to four. However, limiting the number of chips to four does not intrinsically compromise the number of data points for statistical analysis since a single chip, in an ideal experimental condition, is capable of trapping 64 cells. Automating cell trypsinization and resuspension is a challenge terrestrially and likewise was a challenge within the CubeLab. Our flight provided an opportunity to develop a hardware solution using a vibrating disc motor for cell resuspension which may prove to be useful for other future flights with similar requirements. The brightfield and fluorescence imaging in the CubeLab are very different from an inverted fluorescence microscope in a research lab. These differences stem primarily from the compact size and full automation of the system. The image quality with out-of-focus and autofluorescence from PEEK posed some challenges to image analysis, making it difficult to draw firm conclusions. For the second experiment, the design of our pressure well-plate setup proved to be robust for sustaining pressure application to biological specimens. Although we successfully carried out immunofluorescence experiments from the returned frozen spheroid samples, the multiple freeze-thaw cycles likely contributed to RNA degradation, so we could not proceed with RNA-Seq or RT-PCR analysis. Finally, we did not include cell viability markers in our experiments. However, the cell stiffness measurement itself is a short experiment that we do not expect to impact cell viability, but the automated fluidic setup lengthens the experimental protocol compared to what is done on Earth. For the spheroid pressurization experiment, it is possible the pressure could impact cell viability, as noted earlier. However, our spheroid system was tested on Earth for over 10 days without a viability issue with regular media changes.

While manual experiments on Earth can be continuously improved and human interactions with the experiments ensure any issues can be quickly remedied, conducting automated experiments on the ISS has its own challenges. For example, changing clogged chips, high-pressure flushing for cleaning, and hands-on experimental reboot to eliminate residual pressure or trapped air bubbles cannot be easily resolved in space and are more quickly addressed when performing experiments manually on the ground. Hardware development includes multiple rounds of subsystem Engineering Verification Tests (EVTs) that provide opportunities to test and validate hardware systems. Automated space-based hardware provides the same advantages seen with terrestrial hardware, and improves repeatability and reliability from experiment to experiment, thereby increasing the quality of results. On the ISS, automated hardware reduces the requirement of crew time, a significant factor in cost and schedule for flight opportunities. Considering the complex nature of performing automated cell biological experiments in space, the outcomes of the experiments were satisfactory.

In summary, our work opens the door for future cellular biology studies on the ISS or in space. We successfully implemented two experiments with automated instrumentation. We anticipate the innovation of hardware and documented protocols can aid future studies on the ISS. Although the findings of our study require additional research to validate, they nevertheless provide the first data on pSMAD and YAP in human osteoblasts in microgravity conditions and how pressure might restore YAP activity. These findings have implications for human health benefits on Earth in understanding and preventing osteoporosis. Given that bone loss is among the pronounced problems astronauts face as a result of an extended stay in space requiring preservation approaches such as resistance exercises in an attempt to rescue bone loss, our study also provides ideas for promoting bone health in future long-term space travel.

## Methods

### Cell culture and spheroid generation

hFOB 1.19 cells (ATCC CRL-3602) were cultured in 1:1 DMEM/F12 medium (Gibco) supplemented with 0.3 mg ml^−^^1^ G418 and 10% FBS. Cells were cultured in a humidified atmosphere containing 5% CO_2_ at 33.5 °C.

For mechanical characterization of single cells, hFOB cells were stained using either BioTracker 490 Green (Thermo Fisher) cytoplasmic membrane dye or Vybrant DiO Cell-Labeling Solution (Invitrogen). 5 µM of BioTracker 490 or 5 µL of Vybrant DiO per 1 ml media was added to 1 × 10^6^ cells per ml suspended in media and incubated for 20 min followed by 3 subsequent washes with PBS. The two membrane dyes have comparable spectral properties and can both maintain cell membrane staining for over a week. 10 ml of cell solution was then transferred to thin-walled, gas exchange Kiyatec bags at 50,000 cells per ml and integrated into the CubeLab at science loading. Four culture bags were loaded into the CubeLab. One media exchange was performed, during ascent to the ISS, by exchanging 50% of the spent media with fresh culture media.

For spheroid generation, 3D spheroids were formed using custom plates, which consist of microfabricated inverted pyramidal microwells and work by adding single-cell suspension to the wells containing microwells and centrifugation distributes cells evenly into the microwells. ~1000 hFOBs per microwell (200 microwells per well on a 96-well plate) were spun down at 300 g for 5 min. Spheroids were allowed to form overnight. After spheroid formation, spheroids were encapsulated in collagen hydrogel consisting of 3 mg ml^−^^1^ rat-tail collagen (Advanced BioMatrix). The encapsulated spheroids were cultured in custom inserts fabricated by Space Tango, in a humidified environment containing 5% CO_2_ at 33.5 °C and submerged in hFOB culture media. At the time of science loading, custom inserts containing cultured, hydrogel-encapsulated spheroids were loaded into Space Tango’s CubeLab 12-well system. For BMP2 stimulation, the samples were serum-starved for 12 h and then treated with 100 ng ml^−^^1^ BMP2 (R&D Systems) for 3 h. Following serum starvation, half of the wells received BMP2, and the other half received serum-free media only. Hydraulically applied pressure was applied to the encapsulated spheroids at either 0 psi, 2 psi, or 4 psi, and pressurization lasted for 1 h each. Following pressurization, all samples were washed with Phosphate-Buffered Saline (PBS) (Gibco) before fixation. Half of the wells were fixed with 4% paraformaldehyde (Thermo Scientific) and stored in PBS and the other half were fixed and stored in RNAlater (Invitrogen). The entire CubeLab, containing all fixed samples, was stored at −20 °C until its return to Earth.

### Flight hardware

Space Tango flight and ground hardware were designed to support hFOB 2D and 3D culture maintenance, fluid conveyance and routing, thermal control, pressurization, and imaging. The wetted materials selected for use within the CubeLab were certified as biocompatible and sterilizable. The wetted fluidic system was sterilized, assembled in a sterile manner, and subsequently tested and confirmed to be sterile prior to loading experimental fluids and biology. Fluids requiring cold storage were maintained in a thermally controlled environment at 4 °C ± 3 °C. hFOB cultures were maintained at 33.5 °C ± 3 °C and 5% CO_2_ ± 1% (passive maintenance).

A key feature of Space Tango’s automated hardware is its ability to move fluids in a sterile manner with precision and reliability. This is accomplished using machined fluidic manifolds made from biocompatible engineered plastics. These manifolds were custom-designed with fluid routing cross-section profiles optimized for bubble mitigation in microgravity as well as independent fluidic routing through valving specific to each science interface system used (i.e., PDMS chips for hFOBs mechanical measurement or a well plate for spheroid pressurization).

A key requirement for each experiment was pressurization. Pressurization of the system was accomplished in the same way for both experimental systems, PDMS chip and well plate. Each fluidic circuit included a programmable syringe in line with the manifold to hydraulically achieve the required pressures for each experiment. This included a feedback loop that pulled measurements at various points within the fluid manifold to ensure the required pressures were met and maintained once the valving was closed.

### Microfluidic micropipette aspiration experiments

hFOB cells grown in 2D were transferred from their culture bag (Kiyatec) to the PDMS chips using an innovative design solution for cell resuspension. The protocol for hFOB detachment from the culture bags was adapted from the TrypLE Express manufacturer’s protocol. Briefly, hFOB culture media was removed from the bag, 2 mL of TrypLE Express (Gibco) was added to the cell monolayer, and a vibrating disc motor was used to agitate the monolayer. The monolayer was incubated at 37 °C for 10 min followed by an additional round of agitation for cell lifting. Cell culture media (8 mL) was added to the cell suspension to create the optimal cell density required for seeding the PDMS chips.

To mechanically characterize hFOB cells, a multilayer PDMS-based microfluidic pipette array was used^16^. Designed to be highly robust and rapid, the working principle of our microfluidic chip is similar to the glass capillary-based micropipette aspiration method. A serpentine main channel is connected by a cell-trapping chamber and a micropipette channel. Due to laminar friction throughout the main channel and head loss at turns, a pressure difference will trap and exert a suction force onto single cells. There are 64 trapping/aspirating chambers throughout the device. Four microfluidic chips were integrated into the CubeLab to automate the mechanical characterization of hFOB cells. Fluorescently labeled cells, using BioTracker 490 or Vybrant DiO, were loaded into cell-trapping structures at 0.2 psi and aspirated by increasing the pressure in increments of 0.1 psi in the range of 0.2–2 psi resulting in the protrusion of cells into the micropipette channel. Images capturing at least 12 cups, both fluorescence and brightfield, at each pressure increment, were captured using a 20× objective. To avoid time-dependent changes in protrusion due to the viscoelastic property of cells, we waited 2 min before capturing images at each pressure increment to allow equilibration of deformation. From the collected images, we measured protrusion lengths at each pressure increment using ImageJ.

### Confocal microscopy

Images were taken using an UplanFL N 10 x/1.30 NA (Olympus) objective on an inverted microscope (Olympus IX-81) equipped with an iXON3 EMCCD camera (Andor Technology), National Instrument DAQ-MX controlled laser (Solamere Technology), and a Yokogawa CSU-X1 spinning disk confocal unit. Z-stack images of spheroids fluorescently labeled for DAPI, YAP, pSMAD and F-actin were taken at excitation wavelengths of 405, 488, 561, and 640 nm, respectively, with a 3 µm z-step.

### Immunofluorescence staining and analysis

hFOB spheroids embedded in collagen gels were washed with PBS and fixed with 4% paraformaldehyde for 1 h, washed with PBS, and permeabilized with 0.1% Triton X-100 in PBS overnight at 4 °C. Afterward, the samples were blocked with 3% BSA in PBS overnight at 4 °C and then incubated with a rabbit phospho-SMAD1/5/9 antibody at 1:400 (D5B10, Cell Signaling) and a mouse anti-YAP antibody at 1:200 (63.7, Santa Cruz Biotech) in 3% BSA overnight at 4 °C. Next, the samples were washed 3× with PBS for 30 min per wash and incubated with DAPI, Acti-stain 670 phalloidin, and secondary antibodies in 3% BSA overnight at 4 °C. The samples were washed 3× with PBS as described above and imaged by spinning disk confocal microscopy.

For image analysis of experiments nuclear/cytoplasmic YAP ratio, background subtraction was performed in ImageJ, and images were subsequently segmented with MATLAB to generate masks for actin and DAPI channels that were used to measure the mean nuclear and cytoplasmic intensity of each region. To quantify YAP, the total nuclear or cytosolic intensity was calculated, and nuclear intensity was averaged over cytosolic intensity to generate a nuclear/cytoplasmic YAP ratio.

### RNA library preparation

Osteoblast spheroids from the ground experiments were collected in RNAlater and frozen at −80 °C for RNA collection. Total RNA was isolated with the miRNeasy Micro kit (Qiagen) following manufacturer instructions. Libraries were prepared using the SMART-seq mRNA kit^28,37^ (Takara Bio) and sequenced on NovaSeq instrument (Illumina) using 151 bp paired-end reads. The reads were demultiplexed into FASTQ files using the BCL Convert Conversion Software (Illumina, v4), and the adapters were trimmed using Cutadapt v2.3^38^. The reads were then mapped to the human GRCh38 reference genome (ENSEMBL 109) following ENCODE standards using STAR v2.7.8a^39^ and counts were assigned to genes using RSEM v1.3.3. The final libraries contained an average of 18,095,188 uniquely mapped reads.

### RNA-seq analysis

The excepted counts from RSEM were filtered to genes with at least 10 counts in at least one sample and transformed to log-scaled counts per million using the edgeR package (v3.40.2)^40^. Principal component analysis was performed with the top 500 variable genes from the log-scaled transformed counts^41^. To estimate differential expression between conditions without biological replicates, the NOISeq package (v2.42.0)^42^ was used to simulate 5 technical replicates per sample, each containing 20% of the original sample’s reads with 0.02 variability. The technical replicates were used to estimate for which genes the log2 ratio (M) and difference (D) between counts in each condition was greater than expected compared to a noise distribution. A summary statistic of M and D values ($${sign}\left(M\right)* \sqrt{{M}^{2}+{D}^{2}}$$) was used to rank genes for gene set enrichment analysis (GSEA) with the Reactome database^43^ using the fgsea package (v1.24.0)^44^. 

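In this statistic M is a log2 ratio and D a difference in counts. With D on the scale of normalized counts, |D| was larger than |M| in 99.2% of the genes at 2 psi and 99.6% at 4 psi. Across genes, the rank correlation of the statistic's size with |M| was -0.043, 0.073 and 0.034 at 0, 2 and 4 psi, and with mean expression 0.785, 0.849 and 0.802. Genes are not independent replicates. The 500 genes ranked furthest from 0 had a median level of 326, 348 and 355 CPM, and 7, 66 and 13 of them were called by probability. With D in CPM, |D| was still larger than |M| in 76.7%, 77.2% and 77.9% of the genes.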

A threshold of *p*_adj_ < 0.05 was used to identify significant Reactome terms.

### Microcontact printing of fibronectin adhesive areas

Micropatterned substrates were made with standard soft lithography techniques to create a silicon master mold^25^. PDMS was prepared by mixing Sylgard-184 elastomer and its accompanying curing agent (Dow Corning) in a 10:1 (w/w) ratio respectively. After degassing, the PDMS mixture was added over the master and cured overnight at 60 °C. Human fibronectin (Invitrogen) was added to stamps at a concentration of 40 µg ml^−^^1^ for 1 h. Non-adsorbed fibronectin solution was removed by blow drying with air. To prepare the substrate, coverslips were spin-coated with a 9:1 PDMS:hexane solution at a speed of 5000 rpm for 2 min and left to set overnight at room temperature. The coverslips were treated with UV-ozone immediately before placing the stamps in contact with the coated coverslip by briefly applying uniform pressure and then passivated with 0.1% Pluronic F-127 (Sigma–Aldrich) for 1 h. Stamped substrates were stored at 4 °C in 1× PBS for up to one week.

### Statistical analysis

For protrusion length comparison, a two two-tailed t-test was used with *p* = 0.05 as the significance level. Statistical analysis was carried out in Origin and performed with one-way ANOVA followed by Tukey post-hoc multiple comparisons test. Statistical significance was denoted by asterisks in the figure panels, with ∗ = *p* < 0.05, ∗∗ = *p* < 0.01, ∗∗∗ = *p* < 0.001.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

### Supplementary information

Supplementary material

Reporting Summary

## Data Availability

All data generated during this study are included in the manuscript and its supplementary information. Raw data for RNA-Seq are available at the Gene Expression Omnibus (GEO) database (accession number GSE245992). Raw images are available upon request.

# Supplementary material for: Cellular mechanotransduction of human osteoblasts in microgravity
**Source:** NPJ Microgravity. 2024 Mar 21;10:35. doi: 10.1038/s41526-024-00386-4
**Supplement:** Supplementary file 1 — Supplementary material

## **Cellular mechanotransduction of human osteoblasts in microgravity**

Nadab H. Wubshet<sup>1,#</sup>, Grace Cai<sup>2,#</sup>, Samuel J. Chen<sup>1</sup>, Molly Sullivan<sup>3</sup>, Mark Reeves<sup>3</sup>, David Mays<sup>3</sup>, Morgan Harrison<sup>3</sup>, Paul Varnado<sup>3</sup>, Benjamin Yang<sup>4</sup>, Esmeralda Arreguin-Martinez<sup>1</sup>, Yunjia Qu<sup>4</sup>, Shan-Shan Lin<sup>2</sup>, Pamela Duran<sup>4</sup>, Carlos Aguilar<sup>4</sup>, Shelby Giza<sup>3</sup>, Twyman Clements<sup>3,\*</sup>, Allen P. Liu<sup>1,2,4,5,6 \*</sup>

# Equal contribution

## Supplemental Figures

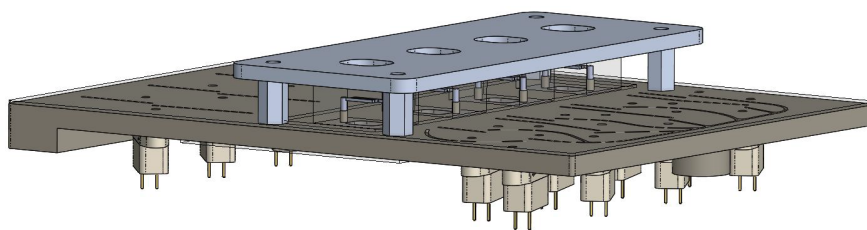

**Supplemental Figure 1.** CAD drawing of the fluidic manifold with a compression plate for holding down the microfluidic chips.

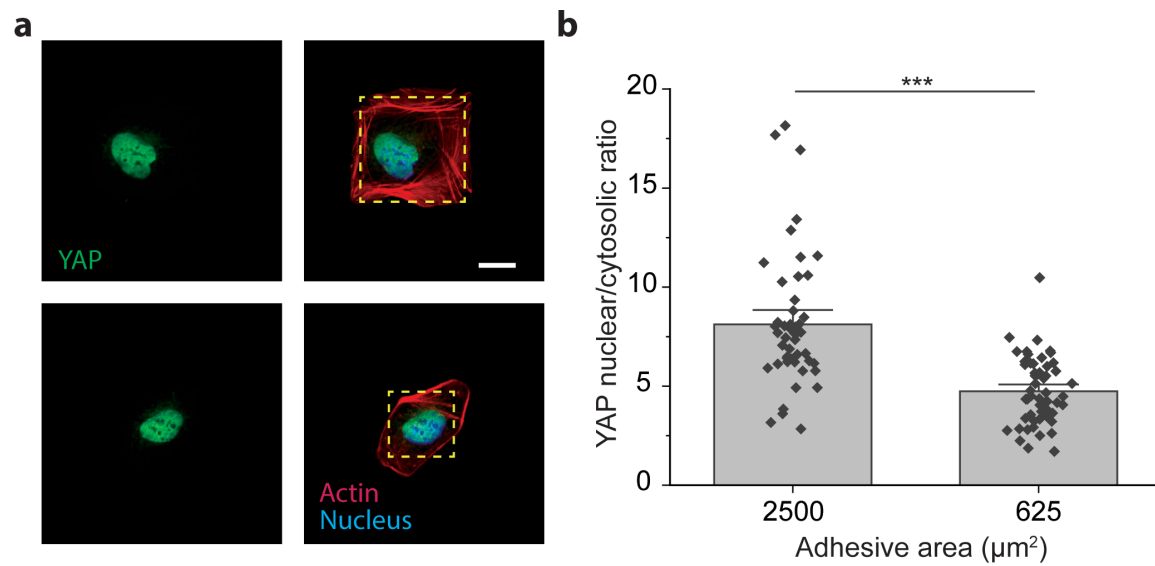

**Supplemental Figure 2. YAP translocates to cytosol at low cell tension. A)** Representative immunofluorescence images of human osteoblasts (hFOBs), on large ( $2500 \mu\text{m}^2$ ) and small ( $625 \mu\text{m}^2$ ) micropatterns, stained for F-actin, DNA, and YAP. Scale bar is  $20 \mu\text{m}$ . **B)** Quantification of YAP nuclear/cytoplasmic ratio of individual hFOBs from three independent experiments. Error bars denote standard error of the means. \*\*\*  $p < 0.001$ .

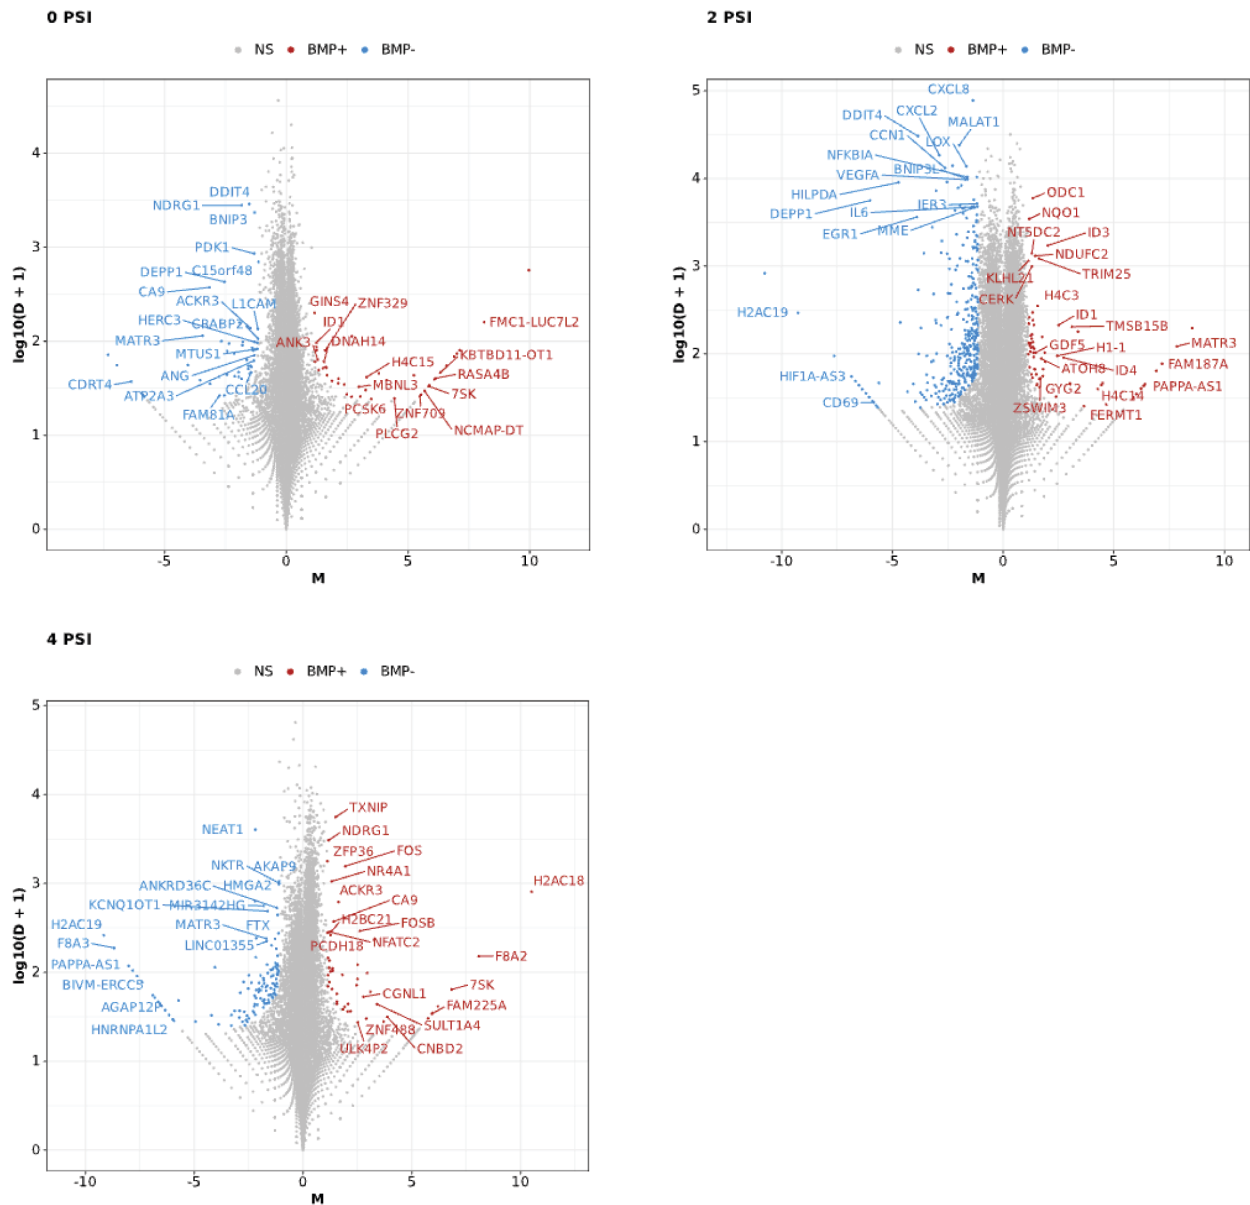

**Supplemental Figure 3. Summary M-D plots showing differences in expression between BMP2 treated and untreated samples within each psi group.** M values indicate log2 ratios between conditions. D values indicate the difference in counts between conditions. Significant genes are identified as those that are >90% likely to be differentially expressed compared to a null distribution.

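In total, 108 gene labels were read from the 3 panels. The deposited counts gave 106 of them the direction shown when a symbol with several gene identifiers was read as its most abundant one. The other 2 are MATR3 at 2 and 4 psi, where a less abundant identifier had the direction shown. With any identifier of a symbol counted, 59 passed a probability of 0.9 in the shown direction in the procedure as repeated here. This number depended on the settings. It was 20 at a probability over 0.95, and 99 with simulated replicates at their own depth, a setting chosen after seeing the data. Several labelled genes at the ends of the M axis are near-identical copies or read-through transcripts of another gene, among which RSEM divides the reads. H2AC18 had 890 counts with BMP2 and 0 without BMP2 at 4 psi, while its copy H2AC19 had 0 and 232. Summed, the log2 ratio of the pair was 1.63 at 4 psi and -2.25 at 2 psi. The 3 copies F8A1, F8A2 and F8A3 summed to 775 counts with BMP2 and 635 without, a log2 ratio of -0.019, although F8A3 alone had 0 and 168. FMC1-LUC7L2 had 180 counts with BMP2 at 0 psi and 0 without, and together with LUC7L2 the log2 ratio was -0.00266.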

## Supplemental Tables

**Supplemental Table 1.** Timeline of the ISS experiment on microfluidic aspiration of human osteoblast (flown on SpX-27)

| Date (2023)                                                         | Mission time days | Time from loading (hours) | Event (EST)                                             |
|---------------------------------------------------------------------|-------------------|---------------------------|---------------------------------------------------------|
| March 13                                                            | 0                 |                           | 1:00 pm: final loading into CubeLab                     |
| March 14                                                            | 1                 | 28.5                      | 5:30 pm: Handover to NASA                               |
| March 15                                                            | 2                 | 55.5                      | 8:30 pm: Launch                                         |
| March 16                                                            | 3                 | 66.5                      | 7:30 am: Dock with ISS                                  |
| March 17                                                            | 4                 | 90.5                      | 7:50 am: Installed on ISS                               |
| March 17                                                            | 4                 | 95                        | 10:30 am: Chip 2 seeding, pressurization, imaging/video |
| March 17                                                            | 4                 | 97                        | 12:50 pm: Chip 3 seeding, pressurization, imaging/video |
| March 18                                                            | 5                 | 124.5                     | 4:25 pm: Chip 4 seeding, pressurization, imaging/video  |
| Payload remained powered to perform potential additional activities |                   |                           |                                                         |
| March 24                                                            | 11                | 149                       | 5:30 pm: Payload turned off                             |

**Supplemental Table 2.** Well plate layout for the osteoblast spheroids pressurization experiment.

| Well             | 1   | 2    | 3   | 4    | 5   | 6    | 7         | 8         | 9         | 10        | 11        | 12        |
|------------------|-----|------|-----|------|-----|------|-----------|-----------|-----------|-----------|-----------|-----------|
| Pressure (psi)   | 0   | 0    | 2   | 2    | 4   | 4    | 0         | 0         | 2         | 2         | 4         | 4         |
| Ligand condition | BMP | None | BMP | None | BMP | None | BMP       | None      | BMP       | None      | BMP       | None      |
| Fixative         | PFA | PFA  | PFA | PFA  | PFA | PFA  | RNA Later | RNA Later | RNA Later | RNA Later | RNA Later | RNA Later |

**Supplemental Table 3.** Timeline of the ISS experiment on osteoblast spheroid pressurization (flown on NG-18)

| Date (2022) | Mission time days | Time from loading (hours) | Event (EST)                                                                                                                 |
|-------------|-------------------|---------------------------|-----------------------------------------------------------------------------------------------------------------------------|
| November 4  | 0                 |                           | 12:00 pm: Final loading into CubeLab                                                                                        |
| November 5  | 1                 | 17                        | 5:00 am: Handover to NASA                                                                                                   |
| November 6  | 2                 | 41                        | 5:05 am: Launch attempt 1                                                                                                   |
| November 7  | 3                 | 66                        | 5:30 am: Launch                                                                                                             |
| November 8  | 4                 | 95                        | 11:18 am: Power shut off due to Cygnus solar panel malfunction                                                              |
| November 9  | 5                 | 117                       | 9:00 am Docked with ISS                                                                                                     |
| November 9  | 5                 | 123                       | 3:30 pm: Power turned back on                                                                                               |
| November 10 | 6                 | 139<br>151                | 7:04 am: Installed on to ISS<br>7:00 pm: Start serum starvation                                                             |
| November 11 | 7                 | 162<br>164<br>165<br>168  | 5:45 am: Start BMP treatment<br>7:36 am: Start pressurization<br>8:45 am: Fixation start<br>11:33 am: Moved to cold stowage |

# Supplementary material for: Cellular mechanotransduction of human osteoblasts in microgravity
**Source:** NPJ Microgravity. 2024 Mar 21;10:35. doi: 10.1038/s41526-024-00386-4
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- | n/a                                 | Confirmed                                                                                                                                                                                                                                                                           |
|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

**Data collection** *Provide a description of all commercial, open source and custom code used to collect the data in this study, specifying the version used OR state that no software was used.*

**Data analysis** *Provide a description of all commercial, open source and custom code used to analyse the data in this study, specifying the version used OR state that no software was used.*

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data generated during this study are included in the manuscript and its supplemental information. Raw data for RNA-Seq are available at the Gene Expression Omnibus (GEO) database (accession number GSE245992). Raw images are available upon request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender N/A

Reporting on race, ethnicity, or other socially relevant groupings N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We included as many microfluidic chips in the hardware as space allows. Single cell measurement would typically have 5-15 cells per condition. For spheroid expt, we acquired at least 10 images per condition.                                                                |
| Data exclusions | For cell stiffness measurement, data were excluded if images were out of focus or image quality was too low. For YAP nuclear localization quantification, images where the nuclei or the actin cytoskeleton were not properly detected were manually removed from the analysis |
| Replication     | Flight and ground experiments in the flight hardware was only conducted once. Experiments with mouse osteoblasts were repeated at least three times.                                                                                                                           |
| Randomization   | Randomization is not relevant to the current study.                                                                                                                                                                                                                            |
| Blinding        | We were not blinded to group allocation or for the analysis. Protrusion lengths for the cell stiffness measurement was done manually. Other image analysis were performed automated (with the exception of data exclusion indicated above).                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-phospho-SMAD1/5/9 and anti-YAP antibody                                                                           |
| Validation      | We have used this anti-YAP for a previous study before. The anti-pSMAD antibody from Cell Signaling is well published. |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                            |
|----------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | ATCC (CRL-3602)                                                                                            |
| Authentication                                                       | The cell line was not authenticated. We purchased them new from ATCC.                                      |
| Mycoplasma contamination                                             | The cell line was not tested for mycoplasma contamination                                                  |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | <i>Name any commonly misidentified cell lines used in the study and provide a rationale for their use.</i> |

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

How the deposited data were processed for this re-analysis (not part of the article)

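RNA from the ground experiment was measured in 6 libraries, 1 for each pressure of 0, 2 and 4 psi without and with 100 ng/ml BMP2, from hFOB spheroids in collagen gel. Spheroids were starved of serum for 12 h and held under pressure for 1 h, and BMP2 was given for 3 h. The pressures, treatments and titles of the samples in the labels and the conditions in the paper matched one to one. The imaging and the experiments on board the space station were not analysed here.

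The deposited values are expected counts per gene, which the authors made by trimming adapters with Cutadapt, mapping to GRCh38 with STAR and assigning reads to genes with RSEM. They are not normalized, and they are whole numbers in the table as deposited, so no rounding was needed. Whether the counting used the strand of the reads is not stated in the paper's text, so overlapping and antisense genes can share reads. The libraries come from amplified cDNA without molecular identifiers, so that counts are reads and not molecules, and intervals and floors cover counting error only. The table lists 62710 genes, and 4 further entries for reporter sequences were left out.

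Totals of expected counts ran from 14655130 to 21473035 per library, and the smallest was 68.2% of the largest. The 20 most abundant genes took 8.02% to 9.98% of the counts. Genes with at least 10 counts in at least 1 library were kept, 16819 in all, and 99.9% of their identifiers were found in the GENCODE annotation of GRCh38, from which symbols and coordinates were taken. TMM factors lay between 0.980 and 1.03.

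R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, were used. Principal components were taken over the 500 most variable genes in log2 CPM with a prior count of 2, centred and not scaled. The paper's text names NOISeq for comparisons without replicates. NOISeq was not used here, and its procedure was written again from the description, with 5 simulated replicates per library of 20% of the counts each, a variability of 0.02, zeros set to 0.5 and a probability over 0.9. Each simulated replicate was scaled to the depth of its library. The paper's text does not name a normalization for NOISeq or for the principal components, and TMM factors were used for both.

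Pressures, and BMP2 across pressures, were tested with edgeR's quasi-likelihood test on all 6 libraries, with pressure and BMP2 as terms and an adjusted p under 0.05 after Benjamini-Hochberg adjustment. This leaves 2 residual degrees of freedom, and the biological coefficient of variation was 0.165. Differences between single libraries were given as log2 ratios with 95% Poisson intervals.

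The Reactome gene sets of the paper were not used here. In their place, 27 gene lists were written by hand, from Fig. 7b for the Hippo pathway and from general knowledge for the others. They hold YAP/TAZ targets, BMP targets, osteoblast markers, glycolysis, gluconeogenesis, connexins, tubulins, matrix-degrading enzymes, collagens, elastic fibre genes, TGF-beta signalling, cell-cell junctions, non-canonical Wnt and Hedgehog signalling without proteasome subunits, proteasome subunits, NFE2L2 targets, ribosomal proteins, hypoxia-induced genes, immediate early genes, NF-kappaB targets, histones, nuclear-retained long RNAs, genes of the mitochondrial genome, actin genes, heat shock genes and cell cycle genes. Each list's median log2 ratio was placed among 10000 random lists of the same size, matched on mean expression in 20 bins.

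The steps were tested on simulated data. Of 200 genes changed between simulated libraries, the NOISeq procedure called 186, with 0 false calls among 16819 genes. edgeR's test recovered 200 of 200 changed genes, with 12 false calls among 16819 genes. Of 100 lists with no change, 2 stood apart, and of 100 shifted lists, all did. The libraries simulated for NOISeq differed by counting error only, so its 0 false calls do not cover variation between wells or from amplification. The changed genes in both tests had large changes and were not near the floor. The data simulated for edgeR had no effect of BMP2 that depends on pressure. Genes of the simulated lists varied independently.

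Alternatives were tried for the normalization (library totals, upper quartile, DESeq2's size factors), the filter on low counts, the prior count, the number and scaling of genes in the principal components, the probability threshold, the value for zeros, the seed, thinning to the smallest library, the model terms, DESeq2's Wald test, each library left out in turn, the paper's ranking statistic in place of the log2 ratio, and lists without their most abundant gene. A spline correction for GC content and transcript length, and simulated replicates at their own depth, were added after seeing the data.

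Genes named in the text are those the paper's text names, those of Fig. 7b and of the labels of Supplementary Fig. 3, members of the lists above, for each pressure the 5 called genes with the largest log2 ratio on each side among those over 10 CPM, and for edgeR's tests the 5 genes with the smallest adjusted p on each side.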

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

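All tests of explanations in this part were chosen after the results were seen. Each condition is 1 library, so differences between pressures in the response to BMP2 were not tested.

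The 16 NF-kappaB target genes, which the paper does not discuss, were higher at 4 psi than at 0 psi, with a median log2 ratio of 2.06 without BMP2 and 1.95 with BMP2, both at percentile 100 of random lists. These 2 comparisons share no library. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 8 of the genes differed between 4 and 0 psi, and 15 when adjusted over the list alone. At 2 psi the medians against 0 psi were 1.79 without BMP2 and 0.59 with BMP2, and 3 genes differed, or 14 when adjusted over the list alone. After a correction for GC content and transcript length the lower of the medians at 4 psi was 1.93, and with all libraries thinned to the smallest total it was 1.94, which argues against length, GC content and library size as the whole cause. Handling of the wells stays open. The 2 libraries of each pressure came from wells next to each other, so an effect of handling or position cannot be told apart from one of pressure. An inflammatory response of the spheroids to compression is a candidate explanation that these libraries cannot separate from handling. The paper raises an effect of 4 psi on cell viability as possible, and viability markers were not included. Other lists also stood apart at 4 psi over 0 psi. Without and with BMP2, the medians were 1.21 and 0.40 for the nuclear-retained long RNAs and 0.37 and 0.35 for the mitochondrial genes.

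All 27 hypoxia-induced genes, glycolysis enzymes left out, were lower with BMP2 at 0 psi and higher at 4 psi, with medians of -0.90 and 0.70. At 2 psi all were lower, with a median of -1.76. They made up 7 of the 10 genes called at 0 psi, 20 of 153 at 2 psi and 3 of 31 at 4 psi. These shares hold for the procedure as repeated here, and the number of calls depended on its settings. Against 0 psi, the median at 4 psi was -0.20 without BMP2 and 1.48 with BMP2, and at 2 psi 0.83 and 0.14. The median at 4 psi was 0.72 after the correction for GC content and length and 0.721 after thinning, so these argue against both as the whole cause. Exchanged BMP2 labels at 4 psi would give lower BMP target genes. Their median there was 0.38 (percentile 99.7), which argues against an exchange, though less firmly than at the other pressures. Of the 11 genes 7 were higher and 4 lower, against 10 and 10 higher at 0 and 2 psi, and by the paper's ranking statistic the list lay inside the random lists (percentile 97.2). The most abundant of them, ID3, ID2 and SMAD7, rose by 0.54, 0.42 and 0.54 at 4 psi, each beyond its counting error, and ID1 showed no detectable change. Each condition was 1 library, so oxygen supply that differed between the wells cannot be told apart from an effect of BMP2 that depends on pressure.

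The glycolysis enzymes moved the same way as the hypoxia-induced genes at 0 and 4 psi, with medians of -0.25 and 0.31. A single oxygen response that moves both lists would set them apart on the same side wherever the hypoxia-induced genes stand apart. This was so in 4 of the 6 comparisons in which those genes stood apart, out of 7. In the others, 2 psi over 0 psi without and with BMP2, the glycolysis medians were -0.12 and -0.00489 (percentiles 30.7 and 8.79), or -0.016 and 0.042 (percentiles 91.4 and 72.6) after the correction for GC content and length. These lay inside the random lists and exclude nothing. By the paper's ranking statistic, the glycolysis enzymes at 2 psi over 0 psi with BMP2 stood apart with a median below 0. The hypoxia-induced genes fell inside by that statistic, so that the comparison does not test a single response there. With 1 library per condition, a single oxygen response cannot be told apart from an effect of BMP2 on glucose metabolism that depends on pressure, as the paper reads it, or from differences between single wells.

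All 78 cytosolic ribosomal protein genes were higher with BMP2 at 2 psi, with a median of 0.34, and 76 were lower at 4 psi, with a median of -0.14. Proteasome subunits and NFE2L2 targets were also higher at 2 psi. Short and GC-rich transcripts rose in the same comparison, but after correcting for both the lowest of the 3 medians was 0.27, which argues against this bias as the whole cause. Other comparisons argue against the 2 psi library without BMP2 alone as the whole cause for the NFE2L2 targets, and weakly for the proteasome subunits. The NFE2L2 targets were also higher with BMP2 at 0 psi, with a median of 0.21 and 18 of 20 higher (percentile 100). The proteasome subunits were higher there too, with 0.0483 (percentile 99.4), against 0.48 at 2 psi. With BMP2 at 4 psi the subunits stood apart on the lower side, with -0.018 (percentile 0.055). The ribosomal proteins were higher at 2 psi than at 0 psi with BMP2 in both libraries, with a median of 0.16 (percentile 100). This compares pressures, and they were also higher at 4 psi than at 0 psi, with medians of 0.33 without and 0.20 with BMP2. With BMP2 over without, their medians were -0.035 at 0 psi and -0.14 at 4 psi. For these genes no comparison argues against the 2 psi library without BMP2 alone. That library may still carry part of the changes, or for the ribosomal proteins all of it. Its medians against 0 psi were -0.30 for the NFE2L2 targets, -0.32 for the proteasome subunits and -0.20 for the ribosomal proteins. The last of these lay inside the random lists after the correction (percentile 23.1). Whether a biological response or the state of a single well set that library apart was not tested.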

How the results depend on the processing

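The alternatives were chosen before the data were examined, except the correction for GC content and transcript length and the simulated replicates left at their own depth. Where no cause is given, the cause was not tested.

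The 2 psi library with BMP2 was nearer to 0 psi, and the one without BMP2 nearer to 4 psi, in all alternatives run. The share of PC1 was 34.6% over the 1000 and 35.9% over the 5000 most variable genes, 27.5% with a prior count of 0.5, 35.4% with scaled genes and 65.8% over genes with at least 10 counts in every library. It was 37.2 to 39.4% across the 6 fits that each left out 1 library. The distance to 4 psi minus that to 0 psi, for the library with BMP2, was 8.78 and 12.4 over 1000 and 5000 genes, 4.84 with scaled genes, 12.6 over genes with at least 10 counts in every library and 4.13 to 9.09 with 1 library left out. For the library without BMP2 it was -8.21, -12.1, -4.56 with a prior count of 0.5, -13.6 and -8.16 to -5.80.

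The number of genes called at 0, 2 and 4 psi was 52, 882 and 199 at a probability over 0.8, and 4, 48 and 8 over 0.95. It was 34, 668 and 144 over genes with at least 10 counts in every library, and 84, 447 and 169 with simulated replicates at their own depth. Thinning left 19 calls at 4 psi, and setting zeros to 1 gave 17 at 0 psi. At 4 psi, 15 calls were higher and 16 lower with BMP2, against 10 higher and 20 lower with library totals and 12 higher and 20 lower with the upper quartile.

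In edgeR's test with Benjamini-Hochberg adjustment, a filter of 10 counts in every library gave 49 genes between 4 and 0 psi and 0 for BMP2 across pressures, with 1042 at an unadjusted p under 0.05. Without a filter there were 196 between 2 and 0 psi, 468 between 4 and 0 psi and 215 for BMP2, of which 165, 284 and 36 were higher. DESeq2's size factors left 0 between 2 and 0 psi, with 1157 at an unadjusted p under 0.05. Without the other factor as a term, 0, 0 and 0 genes passed for 2 psi, 4 psi and BMP2, with 943, 1533 and 721 at an unadjusted p under 0.05. DESeq2's Wald test called 20, 159 and 19, of which 20, 79 and 1 were higher. The balance between 4 and 0 psi, 24 higher and 5 lower, thus depended on the test and the filter. With 1 library left out, the BMP2 calls ranged from 2 to 257. They were 257 and 231 without the 4 psi library without or with BMP2, 60 and 58 without a 0 psi library, and 4 and 2 without a 2 psi library. A pressure with 1 library left adds nothing to the BMP2 estimate, so these fits compare BMP2 over the other pressures.

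The alternatives were run for 91 list medians, among them each one reported at a claim or in this section, and the changes below are among these and not among every list and comparison. The medians that changed direction were gluconeogenesis at 4 psi with library totals (-0.017), connexins at 0 psi with at least 10 counts in every library, a filter that fewer connexins pass (-0.00408), Hedgehog genes at 2 psi with DESeq2's size factors (-0.00432), NFE2L2 targets (-0.033) and heat shock genes (-0.027) at 4 psi and Hippo genes at 0 psi (0.000958) with library totals, immediate early genes at 0 psi without the most abundant gene (0.014), and osteoblast markers at 2 psi without the most abundant gene (-0.092) and at 4 psi with that gene left out (0.014), with at least 10 counts in every library (0.037) and after thinning (0.069). The changes under library totals and DESeq2's size factors come from the scaling, which moves all genes of a comparison nearly alike. The median of all tested genes went from 0.00329 to 0.028 at 0 psi and from 0.013 to -0.047 at 4 psi with library totals, and from 0.00244 to -0.017 at 2 psi with DESeq2's size factors, shifts of about the size of these changes. Relative to the random lists the lists that changed direction under these 2 scalings moved little, with percentiles of 44.0 for gluconeogenesis, 19.0 for NFE2L2 targets, 16.9 for heat shock genes, 28.8 for Hippo genes and 42.9 for Hedgehog genes, against 44.0, 19.0, 16.9, 28.7 and 43.1 with TMM factors. After the correction for GC content and length the medians that changed direction were junction genes (0.039) and Hippo genes (0.043) at 2 psi, proteasome subunits (0.00909) and actin genes (0.029) at 4 psi and glycolysis at 2 psi over 0 psi with BMP2 (0.042).

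Other medians crossed the limit of the random lists without changing direction. Thinning moved glycolysis (-0.13, percentile 2.81) and histone genes (0.15) at 2 psi and junction genes at 0 psi (-0.0750) inside. Leaving out the most abundant gene moved connexins (0.59, percentile 94.4), junction genes (-0.088) and osteoblast markers (0.21) at 0 psi inside, and set apart mitochondrial genes at 2 psi (-0.20). By the paper's ranking statistic, connexins (2.32), junction genes (-8.87) and osteoblast markers (12.5) at 0 psi, BMP targets (17.3) and immediate early genes (79.2) at 4 psi, gluconeogenesis at 2 psi (178), hypoxia-induced genes (127) at 2 psi over 0 psi with BMP2, immediate early genes at 2 psi over 0 psi with BMP2 (60.9) and YAP/TAZ targets at 4 psi over 0 psi without BMP2 (45.0) fell inside, while tubulins (-223) and collagens (84.4) at 0 psi, TGF-beta (218) and histone genes (2.85) at 4 psi, junction (-33.3), mitochondrial (-1249) and heat shock genes (646) at 2 psi and glycolysis at 2 psi over 0 psi with BMP2 (-47.7) came to stand apart. The filter of 10 counts in every library moved immediate early genes with BMP2 at 4 psi (0.12) and at 2 psi over 0 psi with BMP2 (0.12) inside, and set apart osteoblast markers at 2 psi (0.46). The correction for GC content and length set apart elastic fibre (0.19) and histone genes (0.18) at 4 psi, mitochondrial genes at 2 psi (-0.34) and YAP/TAZ targets at 2 psi over 0 psi with BMP2 (0.10), and moved gluconeogenesis (0.27) and histone genes (0.031) at 2 psi, YAP/TAZ targets at 4 psi (-0.025) and ribosomal proteins at 2 psi over 0 psi without BMP2 (-0.16) inside.

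YAP1 without BMP2 was 0.31 at 2 psi and 0.18 at 4 psi against 0 psi after that correction. The histone median at 0 psi, 0.00, has no direction and was -0.079 with at least 10 counts in every library. Of 854 values computed under the alternatives, 744 kept their direction and their side of the limit, or their count within 1.5 times. The fits with pressure as a term compare BMP2 within each pressure and so pair the libraries by pressure. No further pairing was possible because each condition had 1 library.

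Depth limits the genes with few counts. Of the 500 most variable genes, 371 had no count in at least 1 library, and their ratios depend on the prior count.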

Differences from the paper's values

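The share of PC1 was 33.1% and that of PC2 19.2%, against about 37% and about 18% in the paper's Fig. 7a, read by eye. With genes of at least 10 counts in every library the share of PC1 was 65.8%, over 1.5 times the paper's. The mean total of 17771487 expected counts stands against the paper's 18095188 uniquely mapped reads. The share of PC1 stayed within 1.5 times the paper's under the other alternatives run.

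Of the 108 labels read from Supplementary Fig. 3, 106 had the direction shown by the most abundant gene identifier of the symbol. MATR3 at 2 and 4 psi had it by a less abundant identifier only, with log2 ratios of -0.30 and 0.23 for the most abundant one. With any identifier counted, 59 were called. There were 66 called at a probability over 0.8 and 20 over 0.95, 63 without a filter, 60 with zeros set to 1, 58 with the upper quartile, 57 with another seed, 56 with library totals, 59 with DESeq2's size factors, 52 with the filter of 10 counts in every library and 50 after thinning. Simulated replicates left at their own depth, a setting chosen after seeing the values, called 99.

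The paper shows cell-cell junction organization as higher with BMP2 at 0 and 2 psi. The junction genes listed here had medians of -0.098 and -0.073, and at 2 psi the median was 0.039 after the correction for GC content and length, which was chosen after seeing the values. The paper reports gluconeogenesis as lower at 0 psi and higher at 4 psi, and the genes not shared with glycolysis had medians of 0.053 and 0.046, the latter -0.017 with library totals, which lower the ratios of all genes there. None of the alternatives set before the data were examined gave a median below 0 at 0 psi. These genes are only the part of gluconeogenesis not shared with glycolysis, and are set here against the paper's whole pathway. The glycolysis enzymes, many of which gluconeogenesis shares, had medians of -0.25 at 0 psi and 0.31 at 4 psi, the directions the paper reports. The paper reports gap junction pathways as lower at 0 psi. GJA1 fell by 0.38 on the log2 scale, while the median of the connexins was 0.59, or -0.00408 with at least 10 counts in every library.

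Degradation of the extracellular matrix at 0 psi, elastic fibre formation and TGF-beta signalling at 4 psi, and Wnt and Hedgehog signalling at 2 psi are reported as higher. The lists here had medians of 0.036, 0.12, 0.14, 0.17 and 0.020, all inside the random lists, with the proteasome subunits left out of the last pair. TGF-beta genes stood apart by the paper's ranking statistic, and elastic fibre genes after the correction for GC content and length, which was chosen after seeing the values. The paper states that Hippo genes changed more at 2 psi than at 0 and 4 psi. Their median absolute log2 ratio was highest at 2 psi, and it lay at percentile 19.9 of random lists. The paper states that pressure raised transcription of YAP. Against 0 psi, YAP1 was higher beyond counting error at 2 psi without BMP2 (0.43) and with BMP2 (0.21) and at 4 psi with BMP2 (0.16). At 4 psi without BMP2 it had a log2 ratio of 0.021, within counting error, or 0.18 after the same correction, also chosen after seeing the values. The paper's Discussion mentions an increase in glycolysis beside YAP under pressure and names no comparison. Its Results report glycolysis as higher with BMP2 at 4 psi, where the median here was 0.31 (percentile 99.99). At 4 psi against 0 psi, the median of the glycolysis enzymes was 0.38 with BMP2 (percentile 100, 15 of 19 higher). Without BMP2 it was -0.19, inside the random lists (percentile 16.5).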

Other observations

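The tests of copies and of other splits of the libraries were chosen before their results were seen, and the other tests in this part after.

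Of the called genes with an absolute log2 ratio over 5, 88.9% share over 50% of the 31-base words of their longest transcript with another gene, against 7.25% of other genes of like expression. Of 9 such changes with a copy in the table, 6 had an absolute log2 ratio under 1 once the copies were summed, and the median absolute ratio went from 9.16 to 0.19. The division of shared reads by the authors' counting may account for these extreme ratios. It does not account for most of the other calls, since 14.8% of called genes with a ratio of at most 5 share as many words. H2AC18 and H2AC19 together still changed, in opposite directions, from 556 to 131 counts with BMP2 at 2 psi and from 232 to 890 at 4 psi.

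The ratios followed the length and GC content of the transcripts in most comparisons. With BMP2 over without at 2 psi, the median log2 ratio went from 0.28 for the shortest to -0.15 for the longest of 5 equal groups of transcripts, and from -0.19 for the lowest to 0.19 for the highest of 5 equal groups of GC content. Length and GC content accounted for 0.503%, 6.66% and 3.34% of the variance of the ratios with BMP2 over without at 0, 2 and 4 psi. Against 0 psi they accounted for 14.4% without and 8.07% with BMP2 at 2 psi, and for 4.96% and 4.04% at 4 psi. The GC trend against 0 psi was shared by both 2 psi libraries, from 0.33 for the lowest to -0.23 for the highest group without BMP2 and from 0.19 to -0.071 with BMP2. For length the medians of the shortest and longest groups were -0.22 and 0.20 without BMP2, and 0.068 and 0.054 with BMP2. The YAP1 transcript is longer than most, and the length trend at 2 psi could lower its ratio. After the correction the log2 ratio at 2 psi was -0.18, still below 0 by more than its counting interval, so this argues against length and GC content as the whole cause. The difference has no replicate check.

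For BMP2 across pressures, 8 of the 10 splits of the 6 libraries into 3 and 3 gave at least as many genes as the real split, itself included, which gave 1. This count says nothing about chance. With pressure in the fit, 6 of the splits compare BMP2 at a single pressure, among them the pair that gave 43 genes, which is BMP2 at 2 psi, and the other 4, the real one included, compare BMP2 at all 3 pressures with its direction exchanged at none or 1 of them. A design of this size also cannot give a share under 0.05. The gene called in the real split, H2AC19, has a near-identical copy. Over the 11 BMP target genes, 0 passed over all genes, 5 had an unadjusted p under 0.05 and 5 passed when adjusted over the list alone.

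The 20 immediate early genes had medians of -0.048, -1.06 and 0.25 with BMP2 at 0, 2 and 4 psi (percentiles 20.9, 0 and 99.8), the first above 0 when the most abundant gene is left out, and of 1.20 at 4 psi over 0 psi without BMP2. The NF-kappaB targets were lower with BMP2 at each pressure, with medians of -0.44, -1.20 and -0.34, and 11 of 16 were lower across pressures when adjusted over the list alone, with 0 over all genes and 12 at an unadjusted p under 0.05. The YAP/TAZ targets had medians of -0.047, -0.36 and -0.11 with BMP2 (percentiles 18.9, 0.03 and 0.06), the last inside the random lists after the correction for GC content and length, and CCN1 went from 912 to 147 CPM at 2 psi.

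The 12 nuclear-retained long RNAs had medians of -0.12, -1.20 and -0.93 (percentiles 4.00, 0 and 0), and MALAT1 went from 1856 to 466 CPM at 2 psi and from 2329 to 1094 at 4 psi with BMP2. Genes of the mitochondrial genome had medians of -0.20, -0.17 and -0.16 (percentiles 0.09, 3.09 and 0.01), apart from the random lists at 2 psi too after that correction, and took 1.46% to 2.57% of the counts. The cell cycle genes had medians of -0.34, -0.49 and 0.17 (percentiles 0, 0 and 87.5), the histone genes 0.00, 0.23 and 0.083 (percentiles 35.6, 99.4 and 93.4, inside at 2 psi and apart at 4 psi after the correction), the actin genes 0.089, 0.24 and -0.027 (percentiles 99.92, 96.4 and 0.310, above 0 and inside at 4 psi after the correction) and the heat shock genes -0.044, 0.29 and 0.036 (percentiles 29.2, 94.8 and 16.9, below 0 at 4 psi with library totals). The osteoblast markers had medians of 0.21, 0.33 and -0.031 (percentiles 98.5, 95.2 and 29.8), with the opposite sign at 2 and 4 psi when the most abundant gene is left out and at 4 psi also with a filter of 10 counts in every library or after thinning, and RUNX2 went from 48.1 to 27.7 CPM with BMP2 at 2 psi.

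Of 81 combinations of list and pressure, 38 stood apart from 95% of random lists, where 4.05 would by chance if genes of a list were independent. Genes of a list move together, so more than that can be reached by chance.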
